# *Raptor* determines β-cell identity and plasticity independent of hyperglycemia in mice

**DOI:** 10.1038/s41467-020-15935-0

**Published:** 2020-05-21

**Authors:** Qinglei Yin, Qicheng Ni, Yichen Wang, Hongli Zhang, Wenyi Li, Aifang Nie, Shu Wang, Yanyun Gu, Qidi Wang, Guang Ning

**Keywords:** Cell signalling, Mechanisms of disease, Diabetes, Endocrine system and metabolic diseases

## Abstract

Compromised β-cell identity is emerging as an important contributor to β-cell failure in diabetes; however, the precise mechanism independent of hyperglycemia is under investigation. We have previously reported that mTORC1/*Rapto*r regulates functional maturation in β-cells. In the present study, we find that diabetic β-cell specific *Raptor*-deficient mice (βRapKO^GFP^) show reduced β-cell mass, loss of β-cell identity and acquisition of α-cell features; which are not reversible upon glucose normalization. Deletion of *Raptor* directly impairs β-cell identity, mitochondrial metabolic coupling and protein synthetic activity, leading to β-cell failure. Moreover, loss of *Raptor* activates α-cell transcription factor *MafB* (via modulating C/EBPβ isoform ratio) and several α-cell enriched genes i.e. *Etv1* and *Tspan12*, thus initiates β- to α-cell reprograming. The present findings highlight mTORC1 as a metabolic rheostat for stabilizing β-cell identity and repressing α-cell program at normoglycemic level, which might present therapeutic opportunities for treatment of diabetes.

## Abstract (web summary)

During the progression of type 2 diabetes, insulin-producing β-cells can lose their identity and become reprogrammed into other cell types. Here the authors show that murine diabetic β-cells require the protein Raptor for maintaining β-cell health and preventing them from turning into α-cells, independent of Raptor’s involvement in regulating blood sugar levels.

## Introduction

A central feature of type 2 diabetes (T2D) is progressive loss of functional β-cell mass, which ultimately results in β-cell failure and insulin insufficiency to meet metabolic demands^1^. The development of β-cell failure can be formulated into three stages: (1) healthy state, (2) impaired coupling of cellular metabolism with insulin secretion, and finally (3) loss of features as a mature, hormone-laden cell (dedifferentiation) with conversion to other endocrine cell types^2^. It was proposed that loss of β-cell identity might be one of the mechanisms of loss of functional β-cell mass in diabetes^3,4^. Deletion of several important transcription factors, i.e. *Foxo1* (ref. ^5^), *Pdx1* (ref. ^6^), *Nkx6.1* (ref. ^7^), *MafA*^8^, *Nkx2.2* (ref. ^9^), *Pax6* (ref. ^10^) perturbs β-cell identity by silencing β-cell functional genes and induction of genes characteristic of other islet cell types. It has been suggested that metabolic inflexibility is a key step of β-cell dedifferentiation and β-cell failure^2,11^. Interestingly, β-cell dedifferentiation and reprogramming appeared to be reversible upon normalization of glucose levels^12,13^. Recently, we have reported that β-cells are dedifferentiated in T2D patients with adequate glucose control and non-diabetic chronic pancreatitis, suggesting dedifferentiation can be a cause of β-cell failure, not merely as a consequence of hyperglycemia^14^. It still remains unclear whether certain signal pathway controls compromised β-cell identity, independent of hyperglycemia.

mTOR is an evolutionarily conserved, nutrient-sensing serine–threonine protein kinase, functioning in the form of at least two large protein complexes, mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2)^15,16^. mTORC1 consists of RAPTOR (regulatory associated protein of mTOR), mLST8, PRAS40, DEPTOR, and mTOR, which is sensitive to Rapamycin^17,18^. Recent studies have shown that mTORC1 activity was upregulated in islets from db/db mice and human of T2D, indicating its critical role in adaptation and decompensation during diabetes progression^19,20^. The extensive research revealed that physiological mTORC1 activation is essential for β-cell development, growth, function, and survival^21,22^, whereas its sustained over-activation might lead to β-cell failure^23,24^. Recently, we have reported that β-cell specific *Raptor*-deficient mice disrupts postnatal β-cell growth and functional maturation, at least partly due to changes in DNA methylation pattern^25^. Later with the same knockout mice, Blandino-Rosano et al.^26^ found S6K signaling had more impact on β-cell size and apoptosis, while 4E-BP2/eIF4E activity was more involved in β-cell proliferation. However, the above observations were all collected in diabetic conditions, which made it obscure to which extent hyperglycemia per se underlies or exacerbates alterations in β-cell phenotype in mTORC1-deficient mice. Interestingly, in diabetic *Raptor*-KO islet, we observed decreased expression of β-cell identity genes and upregulation of progenitor markers. This work builds on our previous study, but takes it further by dissecting high glucose from gene deletion to explore the exact role of mTORC1 on β-cell identity and plasticity.

In the present study, we use 4-week-old β-cell lineage tracing *Raptor*-KO mice, keep their blood glucose at normal range for 4 weeks by implanting insulin pellets immediately after the onset of diabetes and then trace the fates of β-cells. Our results demonstrate that mTORC1 directly regulates adult β-cell identity, mitochondrial metabolic coupling, and protein synthetic activity to maintain mature β-cell differentiated phenotype. Moreover, *Raptor* is required for β-cell to suppress α-cell enriched genes, including α-cell transcription factor *MafB*, and a group of α-cell enriched genes, i.e. *Etv1*, *Tspan12* and thus prevent β- to α-cell reprograming at normal glucose range. Our data highlight mTORC1 signaling as an underlying mechanism implicated in promoting the terminal differentiation of β-cells and repressing β-cell default.

## Results

### Increased α/β-cell ratio in βRapKO^GFP^ mice

Recently, we have reported that *Raptor* regulates functional maturation in murine β-cells^25^. The heatmap showed that loss of *Raptor* reduced the expressions of genes critical to β-cell (*Pdx1, Nkx6.1, NeuroD1, Foxo1, Isl1)*, whereas the expressions of α-cell key factors (*Irx2, Arx, MafB, Pou6f2, Fev, Kcnj3*, and *Sv2b*) and progenitor markers (*Neurog3, Gata6, Hnf4a, Notch1*, and *Hes1*) (Fig. 1a) were strongly upregulated in mutant islets. These data suggest that *Raptor*-deficient immature β-cells fail to maintain β-cell identity and adopt progenitor-like features with the tendency to convert to α-cells.

**Fig. 1:**
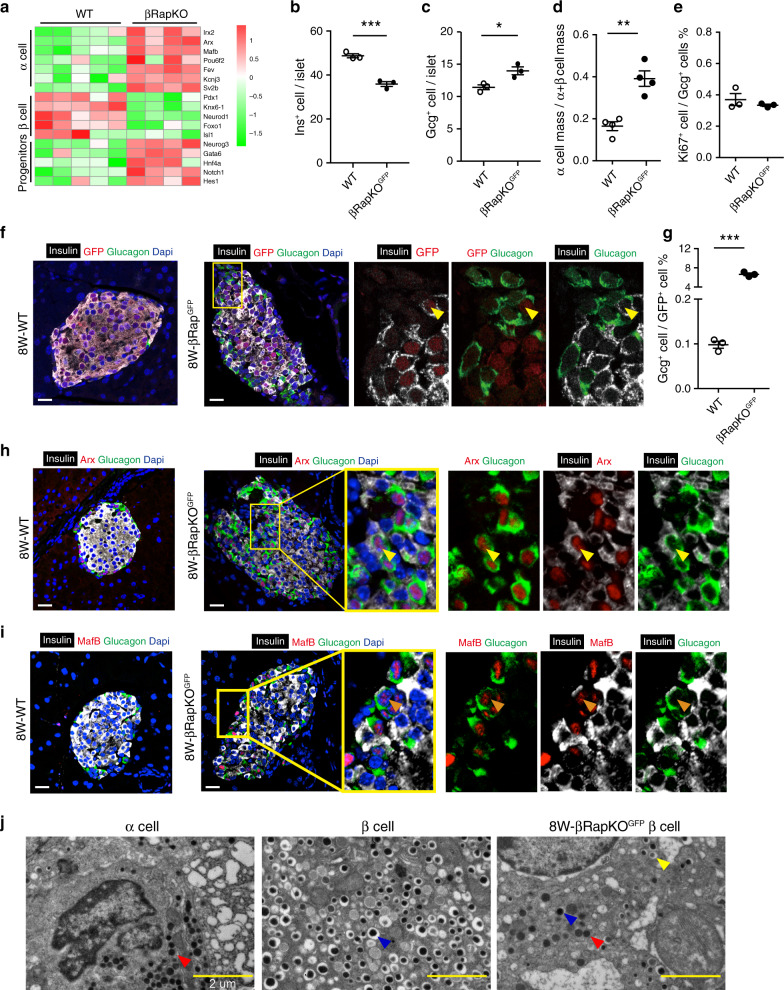
Increased α/β cell ratio in βRapKO^GFP^ mice. **a** Heatmap of genes critical to endocrine cell in wild type (WT) and βRapKO islets (*n* = 4–5). **b** The number of Ins^+^ cells per islet (*n* = 3, *p* = 0.0008) and **c** the number of Gcg^+^ cells per islet were calculated (*n* = 3, *p* = 0.023). At least, 46 islets were used for quantifications. **d** The proportion of pancreatic α-cell mass among pancreatic α- and β-cell mass was shown (*n* = 4, *p* = 0.0017). **e** The proliferation of Gcg^+^ cell was determined by quantification of the percentage of Ki67^+^ cells in Gcg^+^ cells (*n* = 3). At least, 50 islets were used for quantifications. **f** Pancreatic sections from 8-week-old WT, βRapKO^GFP^ mice were immunostained for insulin (white), glucagon (green), and GFP (red). Nuclei were stained with DAPI (blue) (*n* = 3). The yellow arrows indicated insulin, glucagon, and GFP co-stained cells. Scale bars, 20 μm. **g** The percentage of GFP^+^Gcg^+^ cells among GFP^+^ cells in 8-week-old WT and βRapKO^GFP^ mice (*n* = 3, *p* = 1.83046E-05). At least, 1837 GFP^+^ cells over three mice each group were used for quantifications. **h** Representative pancreatic sections showed expression of α-cells marker—Arx (red), insulin (white), and glucagon (green) in WT and βRapKO^GFP^ mice at 8 weeks of age (*n* = 3). Scale bars, 20 μm. **i** Immunostaining showed expression of α-cells marker—MafB (red), insulin (white), and glucagon (green) in control and βRapKO^GFP^ mice at 8 weeks of age (*n* = 3). Yellow boxes showed the specific areas of the islet, which were enlarged and represented by arrows on the right to demonstrate protein expression within specific cells. Scale bars, 20 μm. **j** Transmission electron microscopy (TEM) of pancreatic islets reveals a combination of mature insulin, immature insulin, and glucagon-like granules in the same cell in βRapKO^GFP^ mice (*n* = 3 independent samples). Granule identity is indicated by colored arrows: glucagon (red), mature insulin (blue), and immature insulin (yellow). Data represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by two-sided Student’s *t-*test.

To elucidate the role of mTORC1 in maintaining β-cell identity, we deleted *Raptor* which is an essential and specific component of mTORC1 in β-cells and traced their fates using a *Rosa26*^*GFP*^ lineage labeling. This was achieved by generating *RIP-Cre; Raptor*^*−/−*^*; Rosa26*^*GFP*^ (βRapKO^GFP^) mice and their control littermates *RIP-Cre; Raptor*^*+/+*^*; Rosa26*^*GFP*^ (WT) (Supplementary Fig. 1a). GFP expression was exclusively detected in the insulin-producing cells in the pancreas of *RIPCre-Rosa26*^*GFP*^ mice (Supplementary Fig. 1b) and GFP^+^ cells can be obtained by fluorescence-activated cell sorting (FACS) (Supplementary Fig. 1c). The *Raptor* mRNA level was almost undetectable in β-cells but was abundantly expressed in other tissues such as heart, kidney, muscle, liver, and hypothalamus (Supplementary Fig. 1d). The islets isolated from βRapKO^GFP^ mice showed reduced expression of RAPTOR and de-phosphorylation of mTORC1 targets PS6 (Ser240/244) and 4E-BP1 (shift from the highly phosphorylated γ-band to the non-phosphorylated α-band and an intermediate β-band) (Supplementary Fig. 1e). Moreover, loss of mTORC1 activity (PS6 Ser240/244) could only be detected in insulin-positive (Ins^+^) cells of dispersed mutant islets (Supplementary Fig. 1f).

βRapKO^GFP^ mice started to display elevated random and 6 h fasting blood glucose levels at the age of 4 weeks (Supplementary Fig. 2a, b), and they developed overt diabetes at the age of 8 weeks when challenged with intraperitoneal glucose injection (Supplementary Fig. 2c). The diabetic phenotype was in line with our previous observations on βRapKO mice^25^. We found approximately 70% reduction in 6 h fasting plasma insulin levels (Supplementary Fig. 2d), but not in 6 h fasting glucagon concentrations (Supplementary Fig. 2e) in 8-week-old βRapKO^GFP^ mice. Accordingly, the Ins^+^ cells per islet (Fig. 1b) and β-cell mass (Supplementary Fig. 2f) were significantly reduced in βRapKO^GFP^ mice. Importantly, we detected that Gcg^+^ cells per islet were significantly increased (13.98 ± 0.61 vs 11.43 ± 0.37 in WT, *p*  < 0.05, Fig. 1c) in βRapKO^GFP^ islets. Although the α-cell mass only tended to increase (Supplementary Fig. 2g), the α-cell mass/(α + β)-cell mass was doubled in βRapKO^GFP^ mice (Fig. 1d). Interestingly, the increased α-cells were not derived from the proliferation of themselves, as quantitative analysis revealed that the percentage of Ki67^+^/Gcg^+^ cells remained unaltered in mutant islets (Fig. 1e). At 12 weeks of age, further decreases in Ins^+^ cells (43.23 ± 3.36 vs 57.01 ± 3.48 in WT, *p* < 0.05) and increases in Gcg^+^ cells (22.04 ± 1.72 vs 13.35 ± 0.69 in WT, *p* < 0.05) were detected in βRapKO^GFP^ islets (Supplementary Fig. 2h).

We then tested whether there existed β to α shift upon loss of *Raptor*. We performed co-immunostaining for GFP, insulin, and glucagon on pancreatic sections from 8-week-old WT and βRapKO^GFP^ mice. We found significantly increased number of *Raptor*-deficient GFP cells coexpressing glucagon in mutant islets (6.65% ± 0.27 vs 0.10% ± 0.008 in WT, *p* < 0.001) (Fig. 1f, g). However, we did not find evidence of β-cell reprogramming to δ or PP cells: neither somatostatin nor pancreatic polypeptide was co-localized with GFP/Ins^+^ in βRapKO^GFP^ islet (Supplementary Fig. 2i, j). These results suggest that *Raptor*-deficient β-cells lose their identities and adopt α-cell fates.

If β-cells were the source of newly formed α-cells, we hypothesized that, during the transition phase, the transcription factors crucial for α-cell might be expressed in these multi-hormonal GFP cells. Indeed, we detected the expression of α-cell specific transcription factors Arx (Fig. 1h, Supplementary Fig. 3a) and/or MafB (Fig. 1i, Supplementary Fig. 3b) in Ins^+^Gcg^+^ cells in 8-week-old βRapKO^GFP^ islets. Moreover, the multi-hormonal cells included both Arx^+^ and Arx^−^ subpopulations (Supplementary Fig. 3c), representing different converted stages during transition. Interestingly, we also identified expressions of Glut2 (Supplementary Fig. 3d) and/or Pdx1 (Supplementary Fig. 3e) in some Ins^+^Gcg^+^ cells, indicating some multi-hormonal cells retained expression of β-cell crucial genes. These “mixed phenotype” cells provide evidence that *Raptor* knockout β-cells achieve α-like features.

Electron microscopy was also performed on 8-week-old WT and βRapKO^GFP^ islets. The light microscopy showed that intact WT mature β-cells display typical insulin granules with characteristic electron-dense insulin crystal cores surrounded by a clear “halo” (Fig. 1j, middle panel, blue arrow), whereas glucagon-containing granules in α-cells lack any such “halo” (Fig. 1j, left panel, red arrow). In contrast, we observed a few *Raptor*-deficient β-cells had mixed features of α- and β-granules, some with dark (mature insulin granule, Fig. 1j, right panel, blue arrow) or light electron-dense crystal cores (immature insulin granule, Fig. 1j, right panel, yellow arrow) and others lost their outer “halo” (Fig. 1j, right panel, red arrow). These findings further support that *Raptor*-deficient β-cells have morphological features of α-like cells.

### Impaired proinsulin synthesis and ATP levels for GSIS

The occurrence of hyperglycemia in diabetes can diminish β-cell function and alter β-cell identity^27^. To determine the independent impact of *Raptor* and hyperglycemia on β-cell identity and function, we implanted slow-release insulin pellet on 4-week-old βRapKO^GFP^ mice (the age when fasting blood glucose levels started to rise) for 4 weeks and kept the serum blood glucose at normal levels in mutant rodents (Fig. 2a). As expected, implantation of insulin pellet (releasing 0.2–0.3 U per day) caused a rapid fall in random blood glucose from 12.86 ± 0.37 to 5.43 ± 0.96 mM on the day of implantation, 2 days later to 8.92 ± 0.80 mM (Fig. 2b). Afterwards, insulin-treated βRapKO^GFP^ mice (euglycemic βRapKO^GFP^) maintained normoglycemia for 4 weeks, with comparable blood glucose levels as that of WT mice, whereas untreated mutant mice (diabetic βRapKO^GFP^) exhibited severe hyperglycemia (Fig. 2b). Insulin treatment for 4 weeks partially prevented the change in islet morphology (Fig. 2c) and restored MafA expression in mutant mice (Supplementary Fig. 4a). On the contrary, the severely reduced expression levels of maturity marker UCN3 observed in diabetic βRapKO^GFP^ islet^25^ (Fig. 2d) were not improved in euglycemic mutants (Fig. 2d). It is known that Ucn3 is exclusively expressed in mature β-cells and is required for full glucose-stimulated insulin secretion in mouse islet^28,29^. We then performed GSIS in isolated islets from the three groups and measured C-peptide levels to obviate assessment of exogenous insulin. Compared to WT, both diabetic and euglycemic βRapKO^GFP^ islets exhibited increased glucose threshold for C-peptide secretion: i.e. elevated basal C-peptide secretion, but significantly diminished glucose-stimulated C-peptide secretion at 16.7 mM glucose (Fig. 2e). The diminished stimulation index (fold change in GSIS) in euglycemic mutant islet unveiled that *Raptor* itself was the cause of impaired C-peptide secretory response to glucose (Fig. 2e). In parallel, the islet ATP content was comparable at basal glucose concentrations among the three groups, whereas acute glucose-stimulated ATP increase was significantly reduced (*p* < 0.05) in both diabetic and euglycemic βRapKO^GFP^ mice (Fig. 2f).

**Fig. 2:**
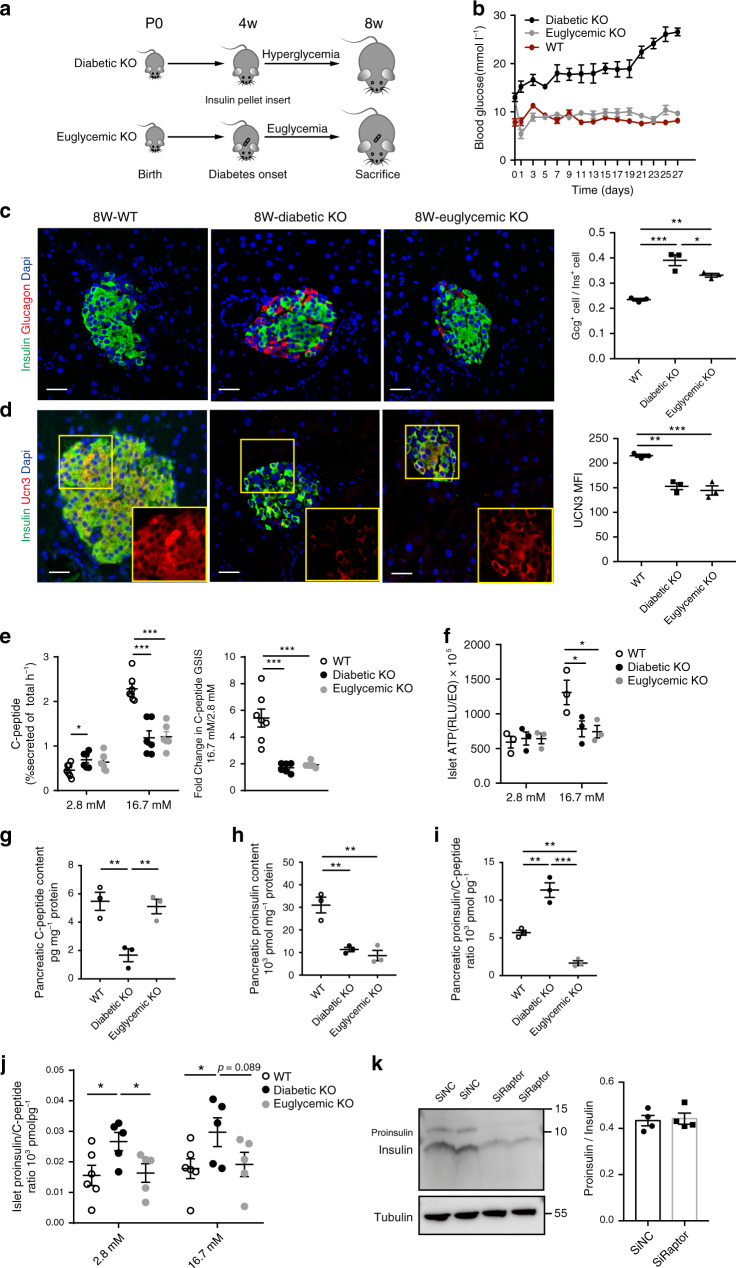
Impaired proinsulin synthesis and ATP levels for GSIS. **a** Schematic of insulin pump implantation. **b** Random blood glucose levels were monitored every other day in WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice from 4 weeks to 8 weeks old (*n* = 6 for WT, *n* = 7 for diabetic KO, *n* = 13 for euglycemic KO). **c** Representative pancreatic sections immunostained for insulin (green) and glucagon (red). The ratio of Gcg^+^ cells to Ins^+^ cells was calculated (*n* = 3). At least 50 islets or 2000 insulin-positive cells were used for quantifications. Scale bars, 20 μm. **d** Images of islets labeled with insulin (green) and UCN3 (red). MFI of UCN3 in these three groups (*n* = 3). At least 10 islets from three sections were used for MFI. Yellow boxes showed the expression of UCN3. Scale bars, 20 μm. **e** In vitro glucose-stimulated C-peptide secretion in islets at 2.8 and 16.7 mM glucose levels for 1 h (reported as percent of C-peptide content) (*n* = 7 for WT, *n* = 6 for diabetic KO, *n* = 6 for euglycemic KO). White, black, and gray circles represented the WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ groups, respectively. Stimulation index of C-peptide secretion in diabetic βRapKO^GFP^ and euglycemic βRapKO^GFP^ mice as compared with controls (*n* = 7 for WT, *n* = 6 for diabetic KO, *n* = 6 for euglycemic KO). **f** ATP content at 2.8 mM glucose and 16.7 mM glucose (*n* = 3). **g** Pancreatic C-peptide content (*n* = 3 independent samples) and **h** pancreatic proinsulin content normalized by protein concentration were shown (*n* = 3 independent samples). **i** The ratio of pancreatic proinsulin to C-peptide content was determined (*n* = 3 independent samples). **j** The ratio of islet proinsulin to C-peptide content per 10 size-matched islets at 2.8 mM and high 16.7 mM glucose levels was determined (*n* = 6 for WT, *n* = 5 for diabetic KO, *n* = 5 for euglycemic KO). **k** INS-1 cells were transfected with Si*Raptor* or SiNC for 72 h. Immunoblotting and quantification of insulin and proinsulin in INS-1 cells transfected with SiNC or Si*Raptor* (*n* = 4 independent cell experiments). Data represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by two-sided Student’s *t-*test and one-way ANOVA adjusted by LSD multiple comparison, *p* values included in source data.

Intriguingly, though pancreatic C-peptide content in euglycemic βRapKO^GFP^ was completely restored (Fig. 2g), pancreatic proinsulin content was still markedly reduced compared to WT (Fig. 2h), indicating impaired proinsulin biosynthetic activity in β-cell is the main defect due to loss of *Raptor*. It has previously been suggested that *Raptor* deficiency impairs proinsulin processing by impairing the synthesis of Carboxypeptidase E (CPE)^26^. We found the proinsulin/C-peptide ratio of both pancreatic tissue (Fig. 2i) and cultured islets (at 2.8 and 16.7 mM glucose) (Fig. 2j) were significantly increased in diabetic βRapKO^GFP^ mice, but were completely reversed in euglycemic βRapKO^GFP^ mice. We further performed double staining of insulin and CPE on 8- and 2-week-old mutant pancreas. Interestingly, we found that the expression of CPE was decreased in diabetic βRapKO^GFP^ mice, while in euglycemic βRapKO^GFP^ mice the expression of CPE was reversed (Supplementary Fig. 4b). Moreover, in 2-week-old euglycemic βRapKO^GFP^ mice, CPE expression was comparable to that of WT controls (Supplementary Fig. 4c). To further test the specific effect of mTORC1 on CPE expression and proinsulin/insulin ratio, we silenced *Raptor* in INS-1 cells. Knockdown of *Raptor* dramatically reduced both proinsulin and insulin abundance shown in immunoblot, but presented a comparable proinsulin/insulin ratio in these two groups (Fig. 2k). Moreover, we did not detect difference in mRNA expression of processing genes (*Pcsk1*, *Pcsk2*, and *CPE*) (Supplementary Fig. 4d) and protein abundance of CPE (Supplementary Fig. 4e) between SiNC and Si*Raptor* conditions. Taken together, our data demonstrate that loss of *Raptor* had detrimental impacts on proinsulin production, metabolic coupling of insulin secretion in β-cells, but the abnormal increase in proinsulin/insulin ratio and defects in CPE expression were the consequences of hyperglycemia.

### Impaired metabolic coupling of insulin secretion

To identify *Raptor-*regulated pathways in β-cells, we conducted RNA-sequencing analysis on FACS-sorted GFP^+^ cells obtained from 8-week-old WT, diabetic, and euglycemic βRapKO^GFP^ mice. 

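The cells had been labelled with GFP at the *Rosa26* locus by Cre recombinase under the rat insulin promoter (RIP-Cre) and were collected from dispersed islets. There were 3 libraries from WT mice, 4 from diabetic βRapKO GFP mice and 4 from euglycemic βRapKO GFP mice, all 8 weeks old. The euglycemic mice had carried an insulin pump, implanted at 4 weeks of age, that delivered 0.2 to 0.3 U of insulin per day for 4 weeks. Poly-A RNA was sequenced from both ends of each fragment, and the authors mapped the reads to mm10 and deposited one FPKM value per gene and library, which is the number of fragments per kilobase of transcript scaled by the number of fragments mapped. The deposited values carry no fragment totals. In single-exon genes, 92.3 to 97.0% of the low values of a library were whole multiples of one step, and the size of that step corresponds to between 9506156 and 16664351 fragments per library. The median number of fragments was 13561404 in WT, 11596464 in diabetic and 14945893.5 in euglycemic libraries. At these depths, 1 fragment on a transcript of 1 kilobase equals 0.0600 to 0.105 FPKM. For each comparison, log2(FPKM + 1) was fitted with limma's linear model (lmFit, then eBayes with a trend), in which all 11 libraries shared one estimate of the spread. The log2 fold changes given from it are differences of mean log2(FPKM + 1). In genes near or below 1 FPKM they therefore understate the log2 ratio of the FPKM values. The test covered the 11251 genes with an FPKM of at least 1 in at least 3 of the 11 libraries, with Benjamini-Hochberg adjustment over these genes, and a gene was counted as differentially expressed at an adjusted p of at most 0.05 and a change of at least 1.5-fold. *Rptor*, which encodes Raptor (ENSMUSG00000025583), lies on chromosome 11 of GRCm38 (mm10) from 119602905 to 119899576. Its FPKM was 1.37 ± 0.422 (SD, n = 3) in WT, 0.690 ± 0.229 (SD, n = 4) in diabetic and 0.491 ± 0.0909 (SD, n = 4) in euglycemic libraries. Only 2 libraries reached an FPKM of 1, so *Rptor* was not among the genes tested with limma. An exact permutation test on log2(FPKM + 1), two-sided, gave p = 0.0571 for diabetic against WT and p = 0.0286 for euglycemic against WT, the smallest p that 4 libraries against 3 allow. With both mutant groups together the same exact test gave p = 0.00606, the smallest that 8 against 3 allow. Every mutant library lay below every WT library, although the highest mutant value, 0.938 in diabetic replicate 1, was close to the lowest WT value, 0.948 in WT replicate 1.

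**Figure D1:**
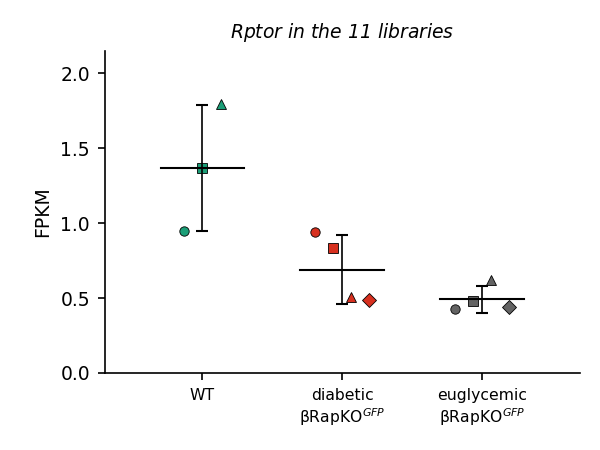
FPKM of *Rptor* (vertical axis) in each of the 11 libraries, by group on the horizontal axis. Each point is one library, with the mean and SD of its group, and all 8 mutant libraries lie below the 3 WT libraries.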

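Across the 3 possible comparisons between WT, diabetic and euglycemic βRapKO GFP β-cells, 138 of the genes tested were differentially expressed in at least one. The choice that moved this number most was to weight the libraries by their estimated quality, which gave 3015 genes, followed by unadjusted p values of at most 0.05 with the same fold change, which gave 2514. The libraries are numbered within each group, and those that share a number did not deviate from their group means in the same direction. Over the genes tested, which are not independent replicates, the mean correlation of their deviations was −0.132 in the 10 pairs with the same number (from −0.368 to 0.212) and 0.0433 in the 30 pairs with different numbers. Deviations from a group mean sum to 0, so the second mean largely follows from the first and is no independent comparison. With the replicate number as a block, a fixed term in the fit, 53 genes were differentially expressed in at least one comparison.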

After filtering out the repeated genes, we obtained a list of 437 differentially expressed genes ≥1.5-fold change and with *p* < 0.05 for at least one of the possible comparisons between two groups. Within these 437 genes, the number of differentially expressed genes for WT vs diabetic βRapKO^GFP^ was 334, WT vs euglycemic βRapKO^GFP^ was 113, and diabetic βRapKO^GFP^ vs euglycemic βRapKO^GFP^ was 61 (Fig. 3a). 

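Between diabetic and WT libraries, 109 genes were differentially expressed, 53 higher and 56 lower in diabetic βRapKO GFP (48.6% higher). After each library was rescaled to TPM, the split was 62 higher and 35 lower (63.9% higher). Between euglycemic and WT libraries there were 62 genes, 40 higher and 22 lower. Between diabetic and euglycemic libraries there was 1 gene, *Esm1*. Before adjustment, 1338, 1559 and 2317 genes had p values of at most 0.05 in these comparisons, where chance alone gives 562.6. With the replicate number as a block (correlation of same-numbered libraries −0.132), the counts were 45, 20 and 0, and in the last of these 2016 genes had an unadjusted p of at most 0.05. In all 109 and all 62 genes the libraries of both groups did not overlap, a pattern that chance gives in 5.71% of unselected genes for 4 libraries against 3. Since these genes were selected for differing between the same groups, this shows no stability. Both lists shared 33 genes, all changed in the same direction, while 76 were called only in diabetic and 29 only in euglycemic libraries. *Esm1* (ENSMUSG00000042379, chromosome 13 from 113209659 to 113218098) had an FPKM of 0.120 ± 0.209 (SD, n = 3) in WT, 2.80 ± 0.986 (SD, n = 4) in diabetic and 0.191 ± 0.222 (SD, n = 4) in euglycemic libraries. Its log2 fold change between diabetic and euglycemic libraries, which understates the ratio of these low FPKM values, was 1.66 (standard error 0.22, adjusted p = 0.0498 from limma). This call lies at the threshold. It was lost in 13 of 20 alternatives, among them the replicate block, no filter, pseudocount 0.1, TPM, the median of ratios and 8 of the 11 fits that each left out one library, while leaving out WT replicate 1, which is not part of the comparison, raised the number of differentially expressed genes to 380.
The largest rises in diabetic βRapKO GFP were those of *Serpina7* (log2 fold change 4.44, adjusted p = 0.000232 from limma), *Aldh1a3* (4.27, adjusted p = 0.00915) and *Plvap* (3.29, adjusted p = 0.0177). *Plvap* belongs to a list of endothelial markers and reached 39.9 FPKM in diabetic replicate 1, against 6.14 to 14.0 in the other diabetic libraries. The largest falls were those of *Cd79a* (log2 fold change −3.12, adjusted p = 0.000735), *T2* (−2.57, adjusted p = 0.0177) and *Cyp4f39* (−2.50, adjusted p = 0.0177). In *T2*, 18.0% of the exon bases overlap another gene on the same strand. In euglycemic βRapKO GFP, *Serpina7* (log2 fold change 4.39, adjusted p = 0.000269), *Ppy* (3.18, adjusted p = 0.0149) and *Gcg* (3.07, adjusted p = 0.0389) rose most. *Cd79a* (−3.16, adjusted p = 0.000626), *Msln* (−3.05, adjusted p = 0.0468) and *Dbp* (−2.04, adjusted p = 0.0344) fell most. *Dbp* is a clock gene, and 18.0% of its exon bases overlap *Sphk2* on the opposite strand. Of these genes, *Plvap*, *T2*, *Gcg* and *Dbp* did not pass the threshold with the replicate block, and the others did in the comparison given.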

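Genes called differentially expressed are chosen for differing between the groups, so distances between libraries were also measured over all genes tested. The mean Euclidean distance on the log2(FPKM + 1) scale was 72.0 between diabetic and euglycemic βRapKO GFP libraries (16 pairs), 69.1 between WT and diabetic (12 pairs) and 72.9 between WT and euglycemic libraries (12 pairs). Within the groups it was 57.4 in WT, 58.5 in diabetic and 71.5 in euglycemic libraries. The ratio of the diabetic to euglycemic distance to the mean distance between WT and mutant libraries was 1.01, and an exact permutation test over all 11550 assignments of the libraries to groups gave p = 0.437 (one-sided, for a ratio as small). The choice that moved the ratio most was the restriction to the 138 differentially expressed genes, which gave 0.530. In simulated values with 2000 genes shifted by 1 on the log2 scale in both mutant groups the ratio was 0.790, and with no gene shifted 0.996. With 2000 genes shifted in the diabetic group only it was 1.13. The simulated genes varied independently, with the same spread in all libraries, while the real groups differed in their inner distances. These simulated ratios therefore cannot tell whether the real libraries lack a shift shared by both mutant groups. Hierarchical clustering over all genes tested, with average or complete linkage, parted euglycemic replicate 4 from the other 10 libraries. Over the 138 genes, both linkages parted the 3 WT libraries from the 8 mutant libraries. A distance ratio takes no replicate block.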

We then subjected the differentially expressed genes regulated by *Raptor* to hierarchical clustering and found that diabetic and euglycemic βRapKO^GFP^ groups were most closely clustered, whereas diabetic/euglycemic βRapKO^GFP^ and WT were distantly clustered (Fig. 3b). The limited number of changed genes and closely clustering between diabetic and euglycemic βRapKO^GFP^ groups indicate that hyperglycemia played a relatively mild influence on the main phenotype. 

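All 109 genes that differed between diabetic and WT libraries changed in the same direction in euglycemic βRapKO GFP β-cells, 89 of them with an unadjusted p of at most 0.05. Both comparisons use the same WT libraries, so these changes are not independent of each other. The median ratio of the euglycemic to the diabetic log2 fold change was 0.692 (quartiles 0.537 and 0.938), and the ratio was above 1 in 19 genes. Genes selected in one comparison are on average less changed in another, so the reverse was also measured. In the 62 genes selected between euglycemic and WT libraries, the median ratio of the diabetic to the euglycemic change was 0.822 (quartiles 0.651 and 0.971), and it was above 1 in 14 genes. From the small number of genes that differ between the mutant groups and from the position of these groups in the clustering, the paper reasons that blood glucose contributed little to the phenotype.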

To identify the changes directly resulted from *Raptor* deletion, we performed Gene Ontology analysis on differentially expressed genes between WT and euglycemic βRapKO^GFP^ β-cells. The analysis showed that *Raptor* preferentially regulated transcripts critical for β-cell function, i.e. response to glucose, insulin secretion, glucose metabolic process, secretory granule, vesicle/ion transport, and pancreas development (Fig. 3c).

**Fig. 3:**
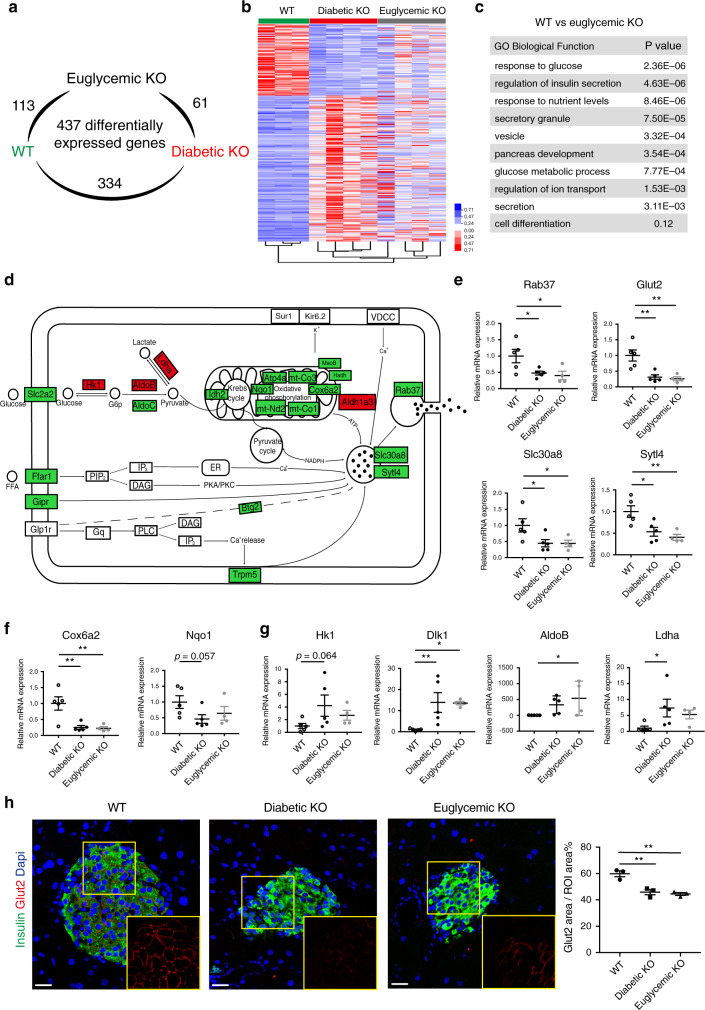
Impaired metabolic coupling of insulin secretion. **a** The number of differentially expressed genes within the three groups (*n* = 3–4). **b** Gene expression profiles regulated by *Raptor* were subjected to hierarchical clustering (*n* = 3–4). **c** GO analysis of differentially expressed genes as identified by RNA-seq of 8-week-old WT (*n* = 3) and euglycemic βRapKO^GFP^ β-cells (*n* = 4) was associated with β-cell function. **d** Visualization of differential expression of genes involved in insulin secretion. **e–g** Relative expression of selected transcripts associated with β-cell secretion function (*n* = 5 independent sample for WT, *n* = 5 independent sample for diabetic βRapKO^GFP^, *n* = 4 independent sample for euglycemic βRapKO^GFP^, *p* values included in source data) (**e**), mitochondrial metabolism (*n* = 5 independent sample for WT, *n* = 5 independent sample for diabetic βRapKO^GFP^, *n* = 4 independent sample for euglycemic βRapKO^GFP^, *p* values included in source data) (**f**), and disallowed genes (*n* = 5 independent sample for WT, *n* = 5 independent sample for diabetic βRapKO^GFP^, *n* = 4 independent sample for euglycemic βRapKO^GFP^, *p* values included in source data) (**g**) in WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ β-cells by qRT-PCR. **h** Representative immunofluorescent staining for Glut2 (red) and insulin (green) among 8-week-old WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice (*n* = 3). Insets showed different expression levels of Glut2. Quantification of Glut2 areas in Ins^+^ areas in WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice (*n* = 3, WT vs diabetic βRapKO^GFP^: *p* = 0.002; diabetic βRapKO^GFP^ vs euglycemic βRapKO^GFP^: *p* = 0.613; WT vs euglycemic βRapKO^GFP^: *p* = 0.001), at least 10 islets from three sections were used for quantifications of Glut2. Scale bars, 20 μm. Data represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA.

The transcriptome changes from the RNA-seq encompassed virtually key pathways required for physiologic insulin secretion, which allowed us to formulate a hypothesis on the physiologic role of *Raptor* in β-cells (Fig. 3d). 

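In Fig. 3d, 9 genes stand for fuel metabolism: *Slc2a2* (which encodes Glut2), *Idh2*, *Atp4a*, *Cox6a2*, *mt-Co3*, *mt-Co1*, *mt-Nd2*, *Nqo1* and *Ffar1*. *Slc2a2* (ENSMUSG00000027690) lies on chromosome 3 from 28697903 to 28731359. Its FPKM was 75.6 ± 9.89 (SD, n = 3) in WT, 17.5 ± 3.60 (SD, n = 4) in diabetic and 21.7 ± 6.75 (SD, n = 4) in euglycemic libraries. The log2 fold change from WT was −2.06 (standard error 0.25, adjusted p = 0.00254 from limma) in diabetic and −1.79 (standard error 0.25, adjusted p = 0.00712) in euglycemic libraries. *Cox6a2* (ENSMUSG00000030785), a subunit of cytochrome *c* oxidase, lies on chromosome 7 from 128205435 to 128206387, and 10.3% of its exon bases overlap *Itgad* on the opposite strand. Its FPKM was 141.3 ± 14.9 (SD, n = 3) in WT, 31.0 ± 9.42 (SD, n = 4) in diabetic and 44.9 ± 19.6 (SD, n = 4) in euglycemic libraries, with log2 fold changes of −2.20 (standard error 0.34, adjusted p = 0.00915) and −1.74 (standard error 0.34, adjusted p = 0.0389). These were the 2 genes of the list that passed the criteria in both mutant groups. With the adjustment made over the list alone there were 4, which shows no stability since the paper chose the list from these libraries. With the replicate number as a block (correlation of same-numbered libraries −0.132), 0 of the 9 passed in both, and 4 had an unadjusted p of at most 0.05 in both. In diabetic libraries, *Nqo1* (log2 fold change −1.48, adjusted p = 0.00633) and *mt-Nd2* (−0.98, adjusted p = 0.0449) also passed. Their differences between diabetic and euglycemic libraries, −0.59 (adjusted p = 0.154) and −0.73 (adjusted p = 0.123), did not. All 9 genes had a lower mean in both mutant groups, also after rescaling to TPM or by the median of ratios, with log2 fold changes from −2.20 to −0.87 in diabetic and from −1.79 to −0.25 in euglycemic libraries. Every diabetic library lay below every WT library in 9 genes, and every euglycemic library did in 4. The change of *Idh2* in euglycemic libraries (−0.26) became 0.0088 without WT replicate 1 and 0.011 without euglycemic replicate 2. Of the 50-base stretches of *mt-Co3*, 99.9% also occur in another gene, as do 51.1% of those of *mt-Co1* and 8.2% of those of *mt-Nd2*.

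**Figure D2:**
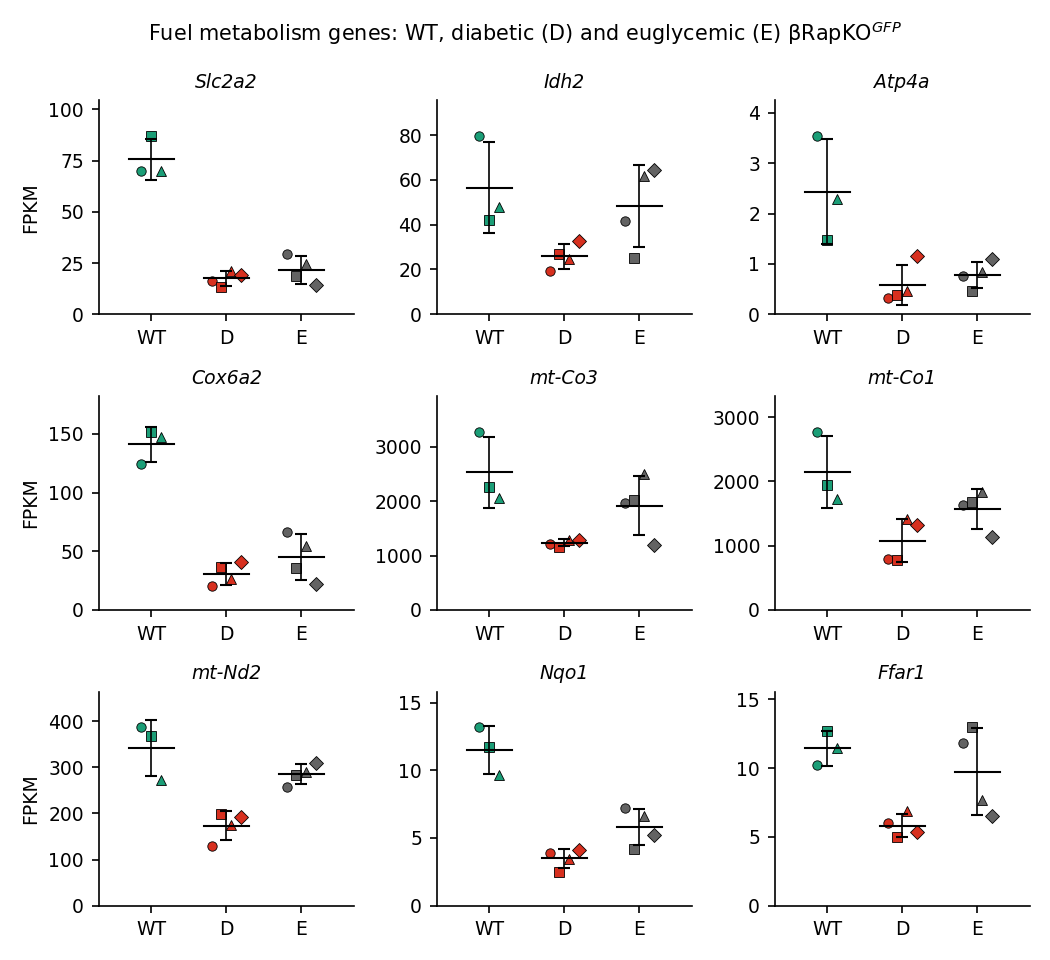
FPKM (vertical axes, one panel per gene) of the 9 fuel metabolism genes in WT, diabetic and euglycemic βRapKO GFP libraries. Points are libraries, with the marker giving the replicate number, and lines are the mean and SD of each group. The diabetic libraries lie below the WT libraries in all 9 panels and the euglycemic libraries in 4.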

The genes required for fuel metabolism (*Glut2*, *Idh2*, *Atp4a*, *Cox6a2*, *mt-Co3*, *mt-Co1*, *mt-Nd2*, *Nqo1*, *Ffar1*) were all significantly downregulated in both diabetic and euglycemic *Raptor*-deficient β-cells (Fig. 3d). In addition to mitochondrial dysfunction, loss of *Raptor* as previously reported^25^ caused upregulation of disallowed genes *Ldha*, *Hk1*, and *AldoB*, which could not be rescued after glucose normalization (Fig. 3d). Moreover, secretory pathway (*Gipr*, *Trpm5*, *Btg2*, *MaoB*, *Fkbp1b*) and granule trafficking (*Slc30a8*, *Sytl4*, *Rab37*) were obviously decreased in both diabetic and euglycemic *Raptor*-deficient β-cells (Fig. 3d). 

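*Ldha* (ENSMUSG00000063229, chromosome 7 from 46841475 to 46855627) had an FPKM of 0.194 ± 0.198 (SD, n = 3) in WT, 1.75 ± 1.22 (SD, n = 4) in diabetic and 1.71 ± 0.590 (SD, n = 4) in euglycemic libraries. Its log2 fold change from WT was 1.10 (standard error 0.33, adjusted p = 0.164 from limma) in diabetic and 1.17 (standard error 0.33, adjusted p = 0.152) in euglycemic libraries. *Hk1* (ENSMUSG00000037012, chromosome 10 from 62268855 to 62379908) was below 1 FPKM in every library and at 0 in 3 of them, so it was not among the genes tested. Its mean FPKM was 0.0113 ± 0.0196 (SD, n = 3) in WT, 0.410 ± 0.282 (SD, n = 4) in diabetic and 0.254 ± 0.183 (SD, n = 4) in euglycemic libraries (exact permutation tests, two-sided, p = 0.0571 and p = 0.143 against WT). With the replicate block (correlation of same-numbered libraries −0.132), the log2 fold changes of *Ldha* were 1.25 and 1.32, and it again did not pass the threshold.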

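Of these 8 genes, *Gipr* and *Slc30a8* passed the criteria in both mutant groups. *Gipr* (ENSMUSG00000030406, chromosome 7 from 19156061 to 19166127) fell from an FPKM of 24.1 ± 7.97 (SD, n = 3) in WT to 6.96 ± 2.30 (SD, n = 4) in diabetic and 6.44 ± 2.55 (SD, n = 4) in euglycemic libraries. Its log2 fold changes were −1.64 (standard error 0.32, adjusted p = 0.0327 from limma) and −1.76 (standard error 0.32, adjusted p = 0.0283). *Slc30a8* (ENSMUSG00000022315, chromosome 15 from 52295553 to 52335798) fell from 681.9 ± 35.8 (SD, n = 3) to 200.2 ± 41.3 (SD, n = 4) and 277.5 ± 54.8 (SD, n = 4), with log2 fold changes of −1.78 (standard error 0.22, adjusted p = 0.0027) and −1.31 (standard error 0.22, adjusted p = 0.0195). Adjusted over the list alone, 7 genes passed in both groups, a count that shows no stability because the list was drawn from these libraries. In diabetic libraries *Trpm5*, *Maob*, *Fkbp1b*, *Sytl4* and *Rab37* passed as well, with log2 fold changes from −1.94 to −1.02. Their adjusted p in euglycemic libraries was between 0.0583 and 0.152, and between diabetic and euglycemic libraries it was 0.231 or more. All 8 genes had lower means in both mutant groups under each scaling, with every diabetic library below every WT library in 8 genes and every euglycemic library in 7. *Btg2* did not pass in either group (log2 fold change −1.04, adjusted p = 0.416, and −0.66, adjusted p = 0.55). It ranged from 85.1 FPKM in euglycemic replicate 4 to 439.8 in euglycemic replicate 1, libraries in which the immediate early gene *Fos* was at 55.7 and 2073 FPKM. With the replicate block (correlation of same-numbered libraries −0.132), 0 of the 8 passed in both groups, while 7 had an unadjusted p of at most 0.05 in both.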

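For the 7 genes *Dusp1*, *Hcar2*, *Pecam1*, *Arg1*, *Cebpd*, *Eng* and *Aqp11*, diabetic and euglycemic βRapKO GFP libraries were compared with each other. Of the 5 genes tested, 0 were differentially expressed between these groups and 1, *Cebpd*, had an unadjusted p of at most 0.05. With the adjustment over the list alone 1 passed, which shows no stability because the list is the paper's own selection from these libraries. With the replicate block (correlation of same-numbered libraries −0.132) the count was again 0, with 1 gene at an unadjusted p of at most 0.05. *Cebpd* (ENSMUSG00000071637, chromosome 16 from 15887286 to 15891031), of which 15.0% of the exon bases overlap *Spidr* on the opposite strand, had an FPKM of 79.7 ± 10.8 (SD, n = 3) in WT, 29.7 ± 16.5 (SD, n = 4) in diabetic and 125.3 ± 53.0 (SD, n = 4) in euglycemic libraries. The log2 difference between diabetic and euglycemic libraries was −2.09 (standard error 0.37, adjusted p = 0.0846 from limma), and the adjusted p was 0.0132 to 0.255 over the alternatives tried. *Pecam1* and *Eng* were below the minimum FPKM of the test. *Eng* (ENSMUSG00000026814) was listed at 0 in all 3 WT libraries and had a mean of 0.417 ± 0.257 (SD, n = 4) in diabetic and 0.00918 ± 0.0130 (SD, n = 4) in euglycemic libraries (exact permutation test, two-sided, p = 0.0286 between the mutant groups, the smallest that 4 libraries against 4 allow). *Pecam1* (ENSMUSG00000020717) had means of 0.0221 ± 0.0230 (SD, n = 3), 0.537 ± 0.540 (SD, n = 4) and 0.0825 ± 0.0823 (SD, n = 4), with the same exact p between the mutant groups. It reached 1.35 FPKM in diabetic replicate 1, the library with the highest endothelial marker score, against 0.251 to 0.285 in the other diabetic libraries. *Dusp1* and *Hcar2* were lower than WT in diabetic libraries (log2 fold changes −1.22 and −1.31) and in euglycemic libraries (−0.78 and −1.03), with differences between the mutant groups of −0.44 (adjusted p = 0.718) and −0.28 (adjusted p = 0.709). The sign of these differences changed to 0.24 for *Dusp1* without euglycemic replicate 1 and to 0.14 for *Hcar2* without euglycemic replicate 3. *Dusp1* varied from 25.4 to 354.6 FPKM within the euglycemic group, in the same libraries in which immediate early genes were low and high. *Arg1* was higher than WT in both groups (1.44 and 1.06), and the difference between the mutant groups was 0.38 (adjusted p = 0.739), or −0.06 with library weights and −0.23 without euglycemic replicate 4. *Aqp11* was lower in both (−0.80 and −0.35), with a difference of −0.46 (adjusted p = 0.248).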

On the contrary, some genes involved in anti-inflammatory (*Dusp1*, *Hcar2*), eNOS, and ROS (*Pecam1*, *Arg1*, *CEPBδ*, *Eng*, and *Αqp11)* process were completely reversed in euglycemic βRapKO^GFP^ β-cells, indicating that inflammatory and ROS pathway were induced by glucotoxicity rather than loss of *Raptor*.

We confirmed dramatic decreases in glucose transporter *Glut2*, subunit of the cytochrome *c* oxidase complex *Cox6a2*, member of NAD(P)H dehydrogenase (quinone) family *Nqo1* in β-cells from both diabetic and euglycemic βRapKO^GFP^ mice using qRT-PCR (Fig. 3e–f). Moreover, the expression levels of *Slc30a8* (*ZnT8*) required for insulin crystallization/secretion and *Sytl4*, *Rab37* participating in insulin granule trafficking and docking were all decreased significantly in both diabetic and euglycemic βRapKO^GFP^ β-cells (Fig. 3e). The ectopically upregulation of disallowed genes *Hk1*, *AldoB*, and *Ldha* in euglycemic βRapKO^GFP^ β-cells were reproduced by qRT-PCR (Fig. 3g). 

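The disallowed genes of Fig. 3d and Supplementary Fig. 5 were taken as one list of 13 genes, of which 10 were above the minimum FPKM of the test. Of these, 2 passed the criteria in both mutant groups, *Serpina7* and *Gucy2c*. With the adjustment over the list alone there were 8, which shows no stability since the list comes from these libraries. With the replicate block (correlation of same-numbered libraries −0.132) the count was 2. *Serpina7* (ENSMUSG00000031271, chromosome X from 139079257 to 139085236) had an FPKM of 6.76 ± 2.52 (SD, n = 3) in WT, 167.2 ± 49.6 (SD, n = 4) in diabetic and 172.6 ± 84.8 (SD, n = 4) in euglycemic libraries. *Gucy2c* (ENSMUSG00000042638, chromosome 6 from 136697284 to 136781765) had 4.87 ± 0.911 (SD, n = 3), 25.8 ± 13.5 (SD, n = 4) and 26.1 ± 7.22 (SD, n = 4), with log2 fold changes of 2.06 (standard error 0.34, adjusted p = 0.014 from limma) and 2.18 (standard error 0.34, adjusted p = 0.0149). *Gm2115*, *Aass*, *Trf* and *Gfra1* passed in diabetic libraries only (log2 fold changes 2.67, 1.64, 0.97 and 1.04). Their differences between diabetic and euglycemic libraries had adjusted p values between 0.156 and 0.797. In *Trf*, 63.5% of the exon bases overlap *Gm20425* on the same strand. All 13 genes had higher means in both mutant groups, and the 10 tested with limma kept this direction under each scaling. Every diabetic library lay above every WT library in 10 of the 13 genes and every euglycemic library in 9.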

We further compared our RNA-seq data with the disallowed gene list from Pullen et al.^30^, and found many disallowed genes (i.e. *Serpina7*, *Gm2115*, *Gucy2c*, *Aass*, *Trf*, *Hmgcs2*, *Gfra1*, *Ptprk*, *Tspan12*, and *Sh3bgrl2*) were upregulated in *Raptor*-deficient β-cells (Supplementary Fig. 5). The immunostaining experiment identified that GLUT2 protein expression was significantly decreased in βRapKO^GFP^ islet, and this dramatic change was not reversed in euglycemic mutants (Fig. 3h).

### Induction of α-cell-enriched genes in euglycemic βRapKO^GFP^

To get a better understanding whether alterations in β-cell identity and plasticity in *Raptor*-deficient β-cells were reversible upon normalization of blood glucose levels, we performed the principal component analysis (PCA) based on two published datasets of signature genes individually enriched in β- and α-cells^31,32^. Notably, in the PCA plot, diabetic and euglycemic βRapKO^GFP^ groups were most closely clustered, whereas diabetic/euglycemic βRapKO^GFP^ and WT were distantly clustered (Fig. 4a). 

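Principal components were computed on log2(FPKM + 1), centred on each gene's mean, over all genes tested and over the 57 α-cell-enriched genes of Fig. 4c. The reference lists of β- and α-cell genes themselves were not used here. Over all genes tested, the first component held 27.1% of the variance, the second 23.9% and the third 14.7%. Exact permutation tests of the scores, two-sided, gave p = 0.145 for mutant against WT libraries on the first component and p = 0.00606 on the third. On the second, the exact permutation test between diabetic and euglycemic libraries gave p = 0.0286. The lowest score on both leading components was that of euglycemic replicate 4. Over the 57 genes, which the paper selected as changed, the first component held 62.6% of the variance and separated all 8 mutant from all 3 WT libraries, with p = 0.114 between diabetic and euglycemic libraries. The second held 14.9% and separated the diabetic from the euglycemic libraries. The replicate number plays no part in these components.

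**Figure D3:**
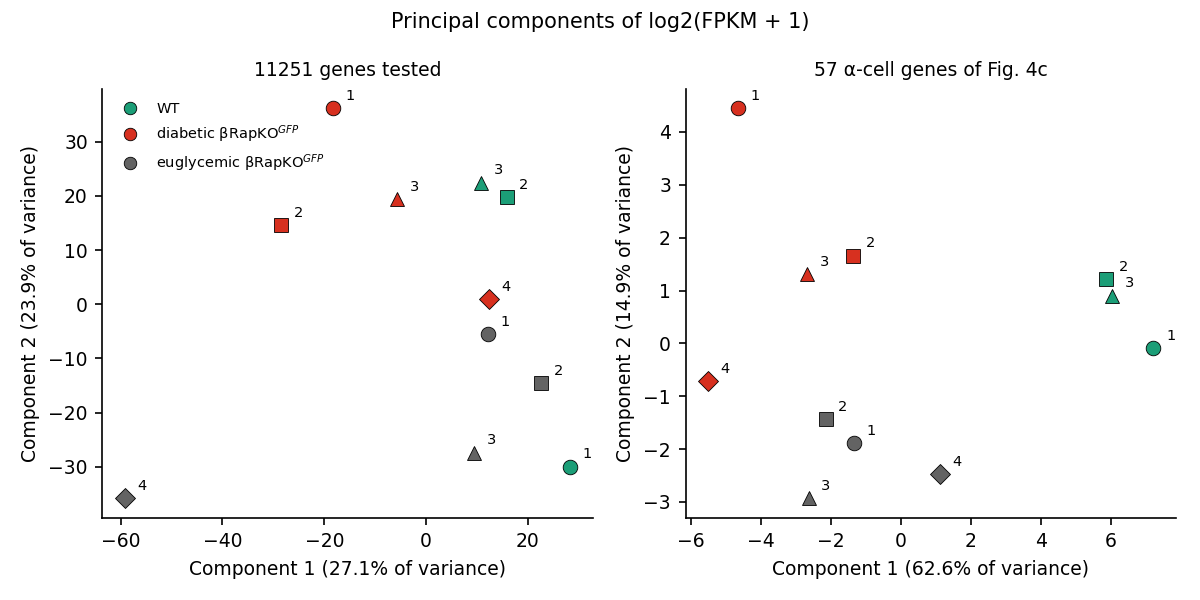
Scores of the 11 libraries on the leading components (axes, with the percent of variance) over the 11251 genes tested and over the 57 α-cell-enriched genes, with 1 point per library. Over the 57 genes the 3 WT libraries lie apart from the 8 mutant libraries along the horizontal axis.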

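Fig. 4c lists 57 α-cell-enriched genes, and 42 of them reached the minimum FPKM of the test. Between diabetic βRapKO GFP and WT libraries, 14 of the 57 were differentially expressed and higher (24.6%). These were *Pyy*, *Ppy*, *Gc*, *Ache*, *Tmem59l*, *Sorcs2*, *Gfra1*, *Cav2*, *AW551984*, *Mapk4*, *Pappa2*, *Rasgrf2*, *Wfdc16* and *Trf*. With the adjustment over the 57 genes alone 39 passed, which shows no stability because the list is the paper's own selection from these libraries. With the replicate number as a block (correlation of same-numbered libraries −0.132) 6 passed. *Ppy* (ENSMUSG00000017316, chromosome 11 from 102099930 to 102101319) rose from an FPKM of 684.9 ± 285.3 (SD, n = 3) to 5659 ± 3836 (SD, n = 4), a log2 fold change of 2.94 (standard error 0.50, adjusted p = 0.0177 from limma). *Pyy* (ENSMUSG00000017311, chromosome 11 from 102106676 to 102107832) rose from 167.4 ± 27.1 (SD, n = 3) to 957.8 ± 477.3 (SD, n = 4), a log2 fold change of 2.41 (standard error 0.38, adjusted p = 0.0103). *Gcg* (ENSMUSG00000000394, chromosome 2 from 62474530 to 62483650) rose from 1239 ± 762.7 (SD, n = 3) to 7788 ± 4847 (SD, n = 4), a log2 fold change of 2.60 (standard error 0.60, adjusted p = 0.0658). By direction alone, 54 of the 57 (94.7%) had a higher mean in diabetic libraries, and in 51 every diabetic library lay above every WT library, which chance gives in 2.86% of unselected genes for a rise in 4 libraries against 3. Since the paper selected the 57 genes as changed, this also shows no stability. *Gnai1*, *Mfap2* and *Upp1* were lower, with *Mfap2* differentially expressed (log2 fold change −1.76, adjusted p = 0.0258). The 15 genes below the minimum FPKM were all higher in diabetic libraries, with exact two-sided permutation p values between 0.0286 and 0.0857. The δ-cell hormone gene *Sst* was 4.07 times as high in diabetic as in WT libraries by mean FPKM.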

Based on the reference lists by Qiu et al.^31^ and Cigliola et al.^32^, in purified GFP-sorted β-cells, *Raptor* regulated a subset of genes (57 genes) that are highly expressed in α-cell lineage, among which 94.7% were significantly upregulated (Figs. 4b,c). 

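Between euglycemic βRapKO GFP and WT libraries, 9 of the 57 α-cell-enriched genes were differentially expressed, all higher: *Pyy*, *Ppy*, *Gcg*, *Gc*, *Ache*, *Rbp4*, *Cd9*, *Tmem59l* and *Slc38a5*. With the replicate block (correlation of same-numbered libraries −0.132) 4 were. Over the list alone the count was 22, again on genes selected from these libraries. By mean FPKM, *Gcg* was 9.08 times and *Ppy* 9.46 times as high in euglycemic as in WT libraries, against 6.285 and 8.263 times in diabetic libraries. Euglycemic replicate 3 raised the *Gcg* mean, with 22920 FPKM against 4093 to 10230 in the other euglycemic libraries. The paper's staining went the other way, with a smaller share of glucagon-positive cells among GFP-labelled cells in euglycemic than in diabetic mice. The mean FPKM of *Pyy* was 1416 ± 556.4 (SD, n = 4), with a log2 fold change of 2.98 (standard error 0.38, adjusted p = 0.00347 from limma). A higher mean than in WT was found in 53 genes, and in 26 every euglycemic library lay above every WT library. In genes such as *Oxtr*, *Ehf* and *Prr16* only euglycemic replicate 4, at 0, broke this separation, while in *Rasgrf2* and *Gpx3* another library did. This library had the fewest genes above 0. Without it, 32 genes were higher at an unadjusted p of at most 0.05 in limma's test, against 25 with all libraries. In diabetic libraries this count was 39 either way. *Gnai1*, *Mfap2*, *Upp1* and *Thbs1* had lower means. The changes of *Upp1* (−0.10) and *Thbs1* (−0.03) took the opposite sign when single libraries were left out, and that of *Thbs1* also with the replicate block (0.14). The median change of the 57 genes from WT on the log2(FPKM + 1) scale was 0.63 in euglycemic libraries, replicate 4 included, and 1.14 in diabetic libraries. Between diabetic and euglycemic libraries, no tested gene of the list passed the threshold, with adjusted p values between 0.0846 for *Sorcs2* and 0.976 for *Serpine2*. In *Cd9*, 10.7% of the exon bases overlap a gene on the opposite strand, and *Rbp4* is also expressed in δ-cells, whose hormone gene *Sst* was 6.04 times as high in euglycemic as in WT libraries.

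**Figure D4:**
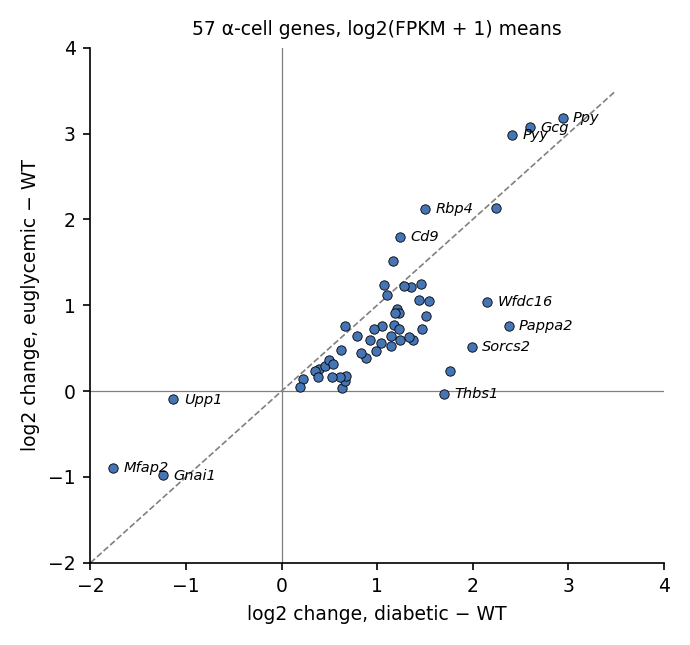
Change from WT of each of the 57 α-cell-enriched genes in diabetic (horizontal axis) and euglycemic (vertical axis) βRapKO GFP libraries, as differences of mean log2(FPKM + 1), with 1 point per gene and a dashed line where both changes are equal. In diabetic libraries 54 genes lie above 0 and in euglycemic libraries 53, apart from *Gnai1*, *Mfap2*, *Upp1* and, in euglycemic libraries, *Thbs1*, of which the values of *Upp1* and *Thbs1* in euglycemic libraries change sign with single libraries left out.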

Importantly, many of these α-cell-enriched genes maintained at high expression levels in euglycemic βRapKO^GFP^ β-cells (Fig. 4c). By qRT-PCR, we demonstrated that important β-cell identity genes, *Nkx6.1* and *Pdx1* were significantly downregulated, whereas progenitor markers such as *Aldh1a3*, *Ngn3*, *Sox9* were upregulated in both diabetic and euglycemic βRapKO^GFP^ β-cells (Fig. 4d, Supplementary Fig. 6a). Moreover, the important α-cell gene product *glucagon* and crucial α-cell transcription factors *MafB* and *Irx2* were significantly upregulated in diabetic βRapKO^GFP^ β-cells and remained at high expression levels in euglycemic βRapKO^GFP^ β-cells (Fig. 4d). Another α-cell transcription factor *Arx* tended to increase in the βRapKO^GFP^ group but did not reach statistical significance (Fig. 4d). In addition, several genes important for α-cell, i.e. *Pyy*, *Ppy*, *Slc38a5*, *Cadm1*, and *Ace2* were all significantly upregulated in purified β-cells from euglycemic βRapKO^GFP^ mice (Fig. 4d, Supplementary Fig. 6a). These results indicate that *Raptor* determines β-cell identity and plasticity, independent of hyperglycemia.

**Fig. 4:**
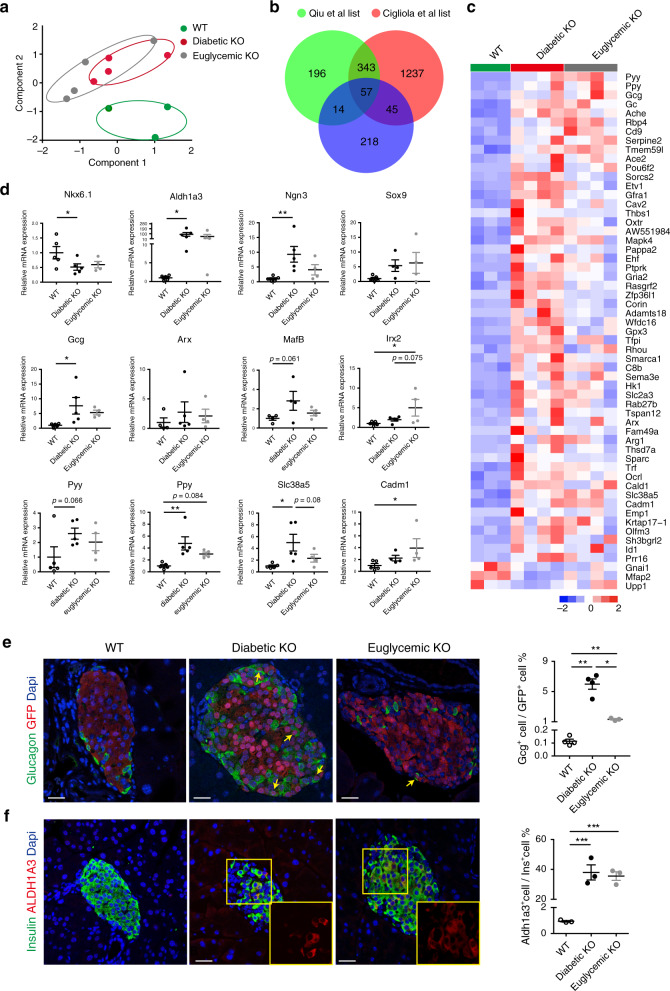
Induction of α-cell-enriched genes in euglycemic βRapKO^GFP^. **a** α-Cell-enriched genes and β-cell-enriched genes were subjected to perform principle component analysis based on the dataset from Qiu et al.^31^. **b** Venn diagram representation of the subsets of *Raptor*-regulated genes that were enriched in α-cells. **c** Heatmap showed the differential expression of 57 overlapped genes in 8-week-old WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ β-cells (*n* = 3-4). **d** Relative expression of genes involved in cell identity by qRT-PCR (*n* = 5 independent sample for WT, *n* = 5 independent sample for diabetic βRapKO^GFP^, *n* = 4 independent sample for euglycemic βRapKO^GFP^, *p* values included in source data). **e** Representative immunofluorescent staining for GFP (red) and glucagon (green) among 8-week-old WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice (*n* = 4 for WT, *n* = 4 for diabetic βRapKO^GFP^, *n* = 3 for euglycemic βRapKO^GFP^). The yellow arrows indicated glucagon and GFP co-stained cells. Percentage of Gcg^+^GFP^+^ cells among GFP^+^ cells in WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice was determined (*n* = 4 independent sample for WT, *n* = 4 independent sample for diabetic βRapKO^GFP^, *n* = 3 independent sample for euglycemic βRapKO^GFP^, WT vs diabetic βRapKO^GFP^: *p* = 0.007; diabetic βRapKO^GFP^ vs euglycemic βRapKO^GFP^: *p* = 0.012; WT vs euglycemic βRapKO^GFP^: *p* = 0.009). At least 50 islets were used for quantifications. Scale bars, 20 μm. **f** Representative immunofluorescent staining for ALDH1A3 (red) and insulin (green) among 8-week-old WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice (*n* = 3). Insets showed different expression levels of ALDH1A3. Percentage of ALDH1A3^+^Ins^+^ cells among Ins^+^ cells in WT, diabetic βRapKO^GFP^, and euglycemic βRapKO^GFP^ mice was calculated (*n* = 3, WT vs diabetic βRapKO^GFP^: *p* < 0.001; diabetic βRapKO^GFP^ vs euglycemic βRapKO^GFP^: *p* = 0.628; WT vs euglycemic βRapKO^GFP^: *p* < 0.001). For ALDH1A3 quantification, at least 36 islets were used. Scale bars, 20 μm. Data represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA.

We then measured GFP^+^ multi-hormonal cells in the three groups. The percentage of GFP^+^Gcg^+^ cells among all GFP^+^ cells in diabetic βRapKO^GFP^ were significantly increased (5.99% ± 0.69 vs 0.11% ± 0.02 in WT, *p* < 0.01). The multi-hormonal cells were much less in euglycemic mutants but still remained at a 13-fold increase compared to WT (1.32% ± 0.09 vs 0.11% ± 0.02 in WT, *p* < 0.01) (Fig. 4e). We further applied in situ immunostaining against ALDH1A3, a β-cell dedifferentiation marker, on pancreatic section of the three groups. ALDH1A3 was strongly induced in Ins^+^ cells of diabetic βRapKO^GFP^ mice (37.95% ± 5.06 vs 0.94% ± 0.06 in WT, *P* < 0.05) and the high proportion of Aldh1a3^+^Ins^+^ cells remained (35.52% ± 2.88) in euglycemic βRapKO^GFP^ mice when glycemia has been adequately controlled (Fig. 4f). In addition, we found that some β-cells from euglycemic βRapKO^GFP^ mice still lost β-cell specific transcriptional factor Nkx6.1 (Supplementary Fig. 6b). Collectively, these results indicate that *Raptor* itself orchestrates many of transcriptional changes that define fate map for β-cell before the onset of hyperglycemia, while hyperglycemia accelerates the final decision.

### mTORC1 regulates α-cell transcriptional factor MafB

We then assessed essential α-cell transcriptional factors and glucagon in purified β-cells from 2-week-old βRapKO^GFP^ mice and their age-matched WT mice. At 2 weeks of age, βRapKO^GFP^ mice showed normal glycemic levels (Supplementary Fig. 2a) and intact islet structure. Interestingly, we detected a dramatic induction of *MafB*, but not *Arx* and/or *glucagon* in purified mutant β-cells by qRT-PCR (Fig. 5a). We then performed immunostaining for GFP and glucagon/Arx/MafB on pancreatic sections from 2-week-old WT and βRapKO^GFP^ mice. We did not detect changes in the proportion of GFP^+^Gcg^+^ or GFP^+^Arx^+^ cells between the two groups, but a significant increase in the percentage of GFP^+^ cells coexpressing MafB was readily detected in mutant islets (5.56% ± 0.04 vs 1.99% ± 0.07 in WT, *p* < 0.001) (Fig. 5b, c). This observation was consistent with our previous finding in islet from βRapKO^25^. It is known that MafB binds to and directly activates glucagon gene expression in α-cells^33^. In order to determine whether transcriptional factor *MafB* can regulate *glucagon* expression and other α-cell enriched genes, we chose *Glucagon*^33^ and three other α-cell enriched genes *(Corin*, *Fam49a*, *Cela1*) based on MafB open chip-seq database^34,35^ for rescue experiments in INS-1 cells. Interestingly, Si*Raptor* significantly upregulated *Glucagon*, *Corin*, *Fam49a*, and *Cela1* expression, which can be completely or partially reversed by silencing *MafB* expression (Fig. 5d, Supplementary Fig. 7). Taken together, *Raptor* is required for repressing *MafB* and other α-cell signature gene before the onset of hyperglycemia.

**Fig. 5:**
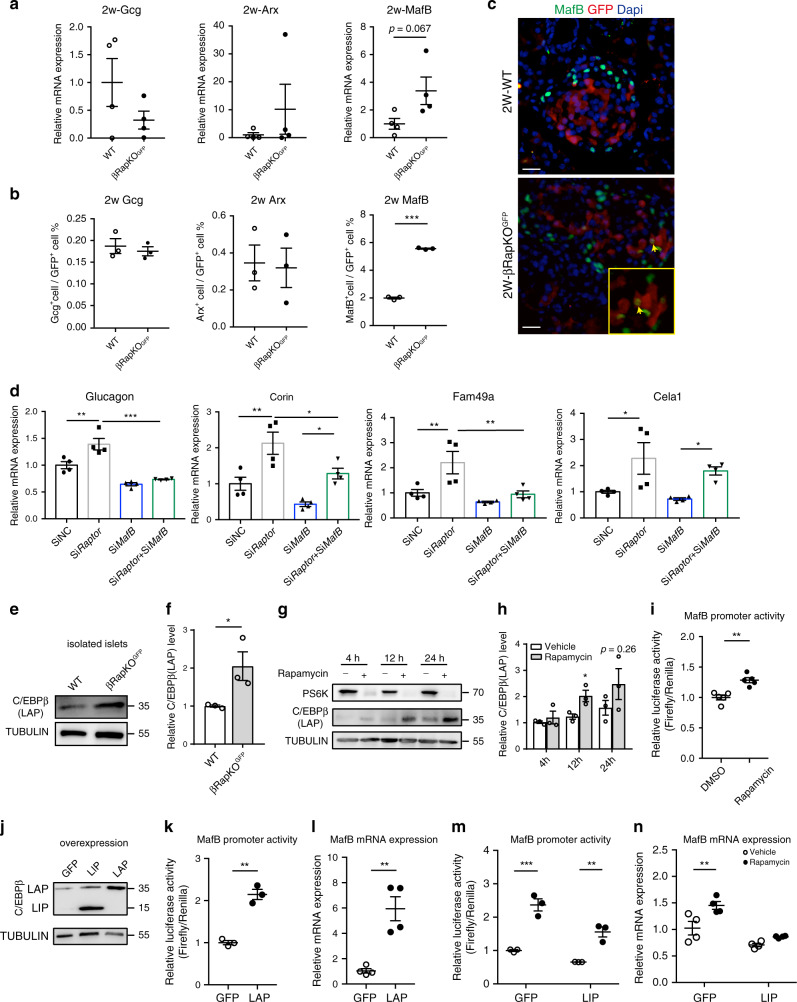
mTORC1 regulates α-cell transcriptional factor MafB. **a** Relative expression of *glucagon*, *Arx,* and *MafB* in 2-week-old WT and βRapKO^GFP^ β-cells by qRT-PCR (*n* = 4). **b** Quantification of Gcg^+^GFP^+^, Arx^+^GFP^+^, and MafB^+^GFP^+^ cells in GFP^+^ cells in 2-week-old WT and βRapKO^GFP^ mice (*n* = 3, Gcg: *p* = 0.58; Arx: *p* = 0.86; MafB: *p* = 9.00122E-07). At least 1783 GFP^+^ cells were used for quantifications. c Representative immunofluorescent staining for MafB (green) and GFP (red) in 2-week-old WT and βRapKO^GFP^ mice (*n* = 3). Yellow box showed the specific area of the islet, which was enlarged and represented by arrows to demonstrate MafB^+^GFP^+^ cell. Scale bars, 20 μm. **d** Relative expression of selected transcripts associated with α-cell-enriched genes in INS-1 cells which were transfected with SiNC or Si*Raptor* in the presence or absence of Si*MafB* by qRT-PCR (*n* = 4 independent cell experiments, *p* values included in source data). **e**, **f** Western blotting showed the expression of C/EBPβ(LAP) in 8-week-old WT and βRapKO^GFP^ mice (*n* = 3, *p* = 0.049). **g**, **h** INS-1 cells were treated with Rapamycin (25 nM), C/EBPβ(LAP) protein expression was assayed by immunoblot (*n* = 3 independent cell experiments). **i** Luciferase reporter gene assays revealed that Rapamycin treatment for 12 h positively regulated the luciferase activity of MafB (*n* = 5 independent cell experiments, *p* = 0.0011). **j** Immunoblotting to evaluate the LAP and LIP protein levels after LAP and LIP overexpression (*n* = 2 independent cell experiments). **k** Luciferase reporter assay using a rat MafB promoter reporter. INS-1 cells were transfected with GFP or LAP overexpression vector (*n* = 3 independent cell experiments, *p* = 0.001). **l** qRT-PCR analysis of *MafB* expression in GFP and LAP overexpressed INS-1 cells (*n* = 4 independent cell experiments, *p* = 0.0023). **m** Luciferase reporter assay using a rat MafB promoter reporter. INS-1 cells were transfected with GFP or LIP overexpression vector in the absence and presence of Rapamycin (*n* = 3 independent cell experiments, GFP + Vehicle vs GFP + Rapamycin, *p* < 0.001; LIP + Vehicle vs LIP + Rapamycin, *p* = 0.001). **n** qRT-PCR analysis of *MafB* expression in GFP and LIP overexpressed INS-1 cells in the absence or presence of Rapamycin (*n* = 4 independent cell experiments, GFP + Vehicle vs GFP + Rapamycin, *p* = 0.002; LIP + Vehicle vs LIP + Rapamycin, *p* = 0.177). Data represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by two-sided Student’s *t-*test and one-way ANOVA.

It is known that the isoform ratio of C/EBPβ directs cell differentiation^36^ and mTORC1 can regulate MafB expression by modulating the C/EBPβ isoform ratio in monocytes^37^. Interestingly, we found the protein level of LAP, an isoform of C/EBPβ, was significantly increased in isolated islets from βRapKO^GFP^ mice (Fig. 5e, f). To further confirm whether mTORC1 directly regulates C/EBPβ and MafB expression, we treated INS-1 cells with mTORC1 inhibitor Rapamycin. Rapamycin treatment for 4 h dramatically decreased mTORC1 target PS6K expression, later at 12 h significantly increased C/EBPβ LAP expression and enhanced MafB promoter activity in INS-1 cells (Fig. 5g–i).

We then tested whether the effect of mTORC1 on MafB expression was via C/EBPβ. We overexpressed the C/EBPβ isoform LAP in INS-1 cells as a transcriptional activator (Fig. 5j), and C/EBPβ LAP overexpression was found to increase both MafB promoter activity (Fig. 5k) and *MafB* mRNA expression (Fig. 5l). The truncated C/EBPβ isoform LIP lacked the N-terminal transactivation domains but still possessed the DNA-binding domain, thus can act as a competitive inhibitor of LAP function^37^. Importantly, C/EBPβ LIP overexpression could significantly reverse Rapamycin-induced activation in MafB promoter activity and in *MafB* mRNA expression (Fig. 5m, n). These data suggest that loss of *Raptor* shifts C/EBPβ to LAP isoform, which directly upregulates MafB expression and possibly contributes to multi-hormonal cell fate.

### Induction of α-cell-enriched genes in 2-week-old βRapKO^GFP^

In order to identify *Raptor*-dependent genes responsible for identity change, we performed transcriptomic analyses on purified β-cells sorted from 2-week-old euglycemic βRapKO^GFP^ and WT mice. GO analysis revealed that the differentially expressed genes in 2-week-old βRapKO^GFP^ were enriched in potassium ion transport, lactate oxidation, NADH oxidation, and fatty acid β-oxidation (Fig. 6a). Based on the reference lists by Qiu et al.^31^ and Cigliola et al.^32^, in 2-week-old purified GFP sorted β-cells, *Raptor* deficiency upregulated a subset of α-cell-enriched genes (9 genes), i.e. *Etv1*, *Fam84a*, *Tspan12*, *Spats2l*, *Cdo1*, *Adrb1*, *Wipf3*, *Pik3c2g*, and *Kcnk3* (Fig. 6b). We further compared the transcriptome analysis from 2- and 8-week-old datasets, and identified *Raptor*-dependent genes as those are preferentially changed at both 2- and 8-week-old euglycemic βRapKO^GFP^ β-cells (Fig. 6c). This combined analysis further uncovered seven *Raptor*-dependent genes, including three β-cell enriched genes (*Slc2a2*, *Msln*, *Ppp1r1a*) and two α-cell enriched genes (*Etv1*, *Tspan12*) (Fig. 6d,e), possibly involved in β-cell identity and plasticity maintenance. 

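The 8-week-old part of this combination rests on the RNA-seq libraries, while the arrays of 2-week-old mice were not used here. Fig. 6d shows 7 genes, *Slc2a2*, *Msln*, *Ppp1r1a*, *Tspan12*, *Etv1*, *Aass* and *Ptgs2*. Of these, 1, *Slc2a2*, was differentially expressed in both mutant groups, while with the replicate block (correlation of same-numbered libraries −0.132) *Slc2a2* did not pass in euglycemic libraries and the 1 gene past the criteria in both groups was *Msln*. Adjusted over the list alone, 5 passed, and the list is the paper's own selection. *Msln* (ENSMUSG00000063011, chromosome 17 from 25748613 to 25754378) had an FPKM of 72.1 ± 48.4 (SD, n = 3) in WT, 10.9 ± 5.87 (SD, n = 4) in diabetic and 8.93 ± 8.85 (SD, n = 4) in euglycemic libraries. Its log2 fold change in diabetic libraries was −2.60 (standard error 0.61, adjusted p = 0.0727 from limma). In euglycemic libraries, the group the paper combined with the 2-week-old mice, it was −3.05 (adjusted p = 0.0468). *Msln* and *Slc2a2* thus both passed in euglycemic libraries, and no other tested gene of the list did. *Ppp1r1a* (ENSMUSG00000022490, chromosome 15 from 103530279 to 103538003) had 540.3 ± 144.8 (SD, n = 3), 195.2 ± 45.0 (SD, n = 4) and 308.1 ± 65.9 (SD, n = 4), with log2 fold changes of −1.47 (standard error 0.26, adjusted p = 0.0238) and −0.80 (standard error 0.26, adjusted p = 0.22). *Etv1* (ENSMUSG00000004151, chromosome 12 from 38779380 to 38870484) had 0.653 ± 0.145 (SD, n = 3), 2.68 ± 0.598 (SD, n = 4) and 1.46 ± 0.803 (SD, n = 4), with log2 fold changes of 1.14 (standard error 0.25, adjusted p = 0.0563) and 0.52 (standard error 0.25, adjusted p = 0.386). *Tspan12* (ENSMUSG00000029669, chromosome 6 from 21771395 to 21852515) had 0.471 ± 0.361 (SD, n = 3), 3.71 ± 2.54 (SD, n = 4) and 1.66 ± 0.207 (SD, n = 4), with log2 fold changes of 1.51 (standard error 0.38, adjusted p = 0.0978) and 0.88 (standard error 0.38, adjusted p = 0.333). With the block, *Ppp1r1a* did not pass in diabetic libraries. *Ptgs2* was below the minimum FPKM, with exact two-sided permutation p = 0.0571 for diabetic and p = 0.257 for euglycemic against WT.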

We confirmed the downregulation of *Slc2a2*, *Msln*, and *Ppp1r1a*, and upregulation of *Etv1* and *Tspan12* in *Raptor*-deficient INS-1 cells (Fig. 6f). To determine if *Etv1* and *Tspan12* had direct impact on β to α reprogramming, we overexpressed them in INS-1 cells. Overexpression of *Etv1* or *Tspan12* alone did not result in changes in glucagon promoter activity and *glucagon* mRNA expression. Importantly, co-expression of *Etv1* and *Tspan1*2 caused a significant increase in both glucagon promoter activity and *glucagon* mRNA expression (Fig. 6g, h). Unlike some other α-cell-enriched genes *Corin*, *Fam49a*, and *Cela1*, loss of *Raptor*-induced *Etv1* and *Tspan12* upregulation were not reversed by downregulation of *MafB* (Supplementary Fig. 7), indicating a *MafB*-independent manner. These results suggest that *Raptor* directly suppress α-cell enriched genes, such as *Etv1* and *Tspan12* in healthy β-cells and prevent β-cell default.

**Fig. 6:**
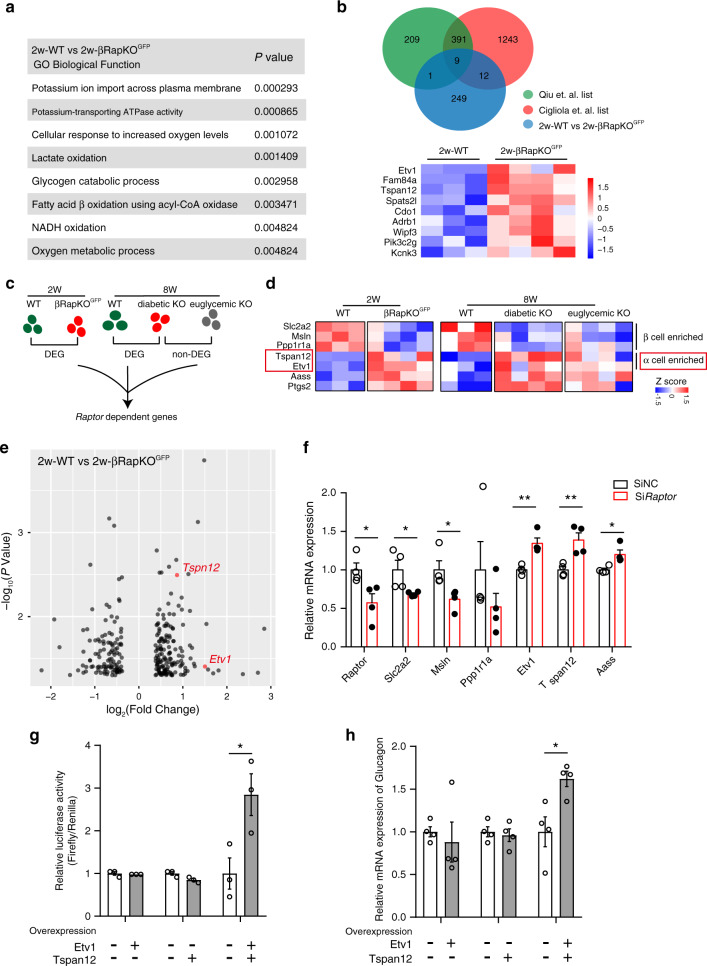
Induction of α-cell-enriched genes in 2-week-old βRapKO^GFP^. **a** GO analysis of differentially expressed genes as identified by microarray of 2-week-old WT (*n* = 3) and βRapKO^GFP^ β-cells (*n* = 4) was associated with β-cell function and metabolism. **b** Venn diagram representation of the subsets of *Raptor*-regulated genes in 2-week-old purified β-cells that were enriched in α-cells and heatmap showed the differential expression of nine overlapped genes in 2-week-old WT and βRapKO^GFP^ β-cells (*n* = 3–4). **c** Analysis strategy to identify *Raptor*-dependent genes in β-cells is shown. **d** Heatmap of seven *Raptor*-dependent genes obtained from 8-week-old RNA-seq and 2-week-old microarray. **e** Volcano plot shows differential genes between 2-week-old WT and βRapKO^GFP^ β-cells. Microarray identification of *Etv1* and *Tspan12* as significantly upregulated α-cell-enriched genes in 2-week-old βRapKO^GFP^ β-cells. **f** INS-1 cells were transfected with Si*Raptor* or SiNC for 48 h. qRT-PCR confirmed *Raptor*-dependent genes in INS-1 cells (*n* = 4 independent cell experiments, for *Raptor*, *p* = 0.029; for *Slc2a2*, *p* = 0.048; for *Msln*, *p* = 0.031; for *Ppp1r1a*, *p* = 0.28; for *Etv1*, *p* = 0.004; for *Tspan12*, *p* = 0.008; for *Aass*, *p* = 0.02). **g**, **h** INS-1 cells were transfected with GFP, Etv1, or Tspan12 overexpression vector. **g** Luciferase reporter assay using a rat glucagon promoter reporter (*n* = 3 independent cell experiments, *p* = 0.039). **h** qRT-PCR analysis of *glucagon* expression in vector transfected INS-1 cells (*n* = 4 independent cell experiments, *p* = 0.02). Data represent means ± SEM. *p < 0.05, **p < 0.01 by two-sided Student’s *t-*test.

## Discussion

There is increasing evidence that loss of β-cell identity and the acquisition of multi-hormonal cells are occurring in the islets of patients with diabetes^38,39^. However, it is unclear whether these events participate in the initiation of disease or secondary to hyperglycemia during disease progression. Moreover, the pathway basis of these reprogramming events has not yet been elucidated. In the present study, we uncovered the essential role of mTORC1 in the maintenance of β-cell identity and the repression of α-cell programs. Loss of *Raptor* resulted in β-cell dedifferentiation: (1) downregulation of β-cell-enriched genes, including key transcriptional factors, glucose metabolism genes, and protein secretory pathway genes; (2) the concomitant upregulation of β-cell disallowed genes; and (3) the likely upregulation of β-cell progenitor markers, i.e. *Ngn3*, *Aldh1a3*, *Sox9*. Moreover, loss of *Raptor* resulted in the appearance of α-cell features in lineage-labeled GFP^+^ β-cells, manifested by gaining the expressions of glucagon and α-cell key transcription factors MafB/Arx, displaying both β- and α-like secretory granules and induction of a group of α-cell enriched genes. Importantly, when 4-week-old *Raptor*-deficient mice were maintained at normoglycemia for 4 weeks, the euglycemic mutant GFP^+^ β-cells still exhibited downregulation of *Nkx6.1*, *Pdx1*, and *Glut2*, upregulation of progenitor markers and a group of α-cell enriched genes, as well as ectopic expression of dedifferentiation marker ALDH1A3. There remained 13-fold increase in Gcg^+^GFP^+^ multi-hormonal cells in euglycemic mutants compared to WT, whereas hyperglycemia indeed further propelled the reprograming process. These data demonstrate that in the absence of mTORC1, loss of β-cell identity and the acquisition of non-β cell program could not be completely reversible upon normalization of glucotoxicity.

Interestingly, in 2-week-old euglycemic βRapKO^GFP^ β-cell, α-cell critical transcription factor *MafB* and a group of α-cell-enriched genes were already strongly induced. We provided evidence that mTORC1 regulated MafB promotor activity and expression via modulating the C/EBPβ isoform ratio of LAP and LIP^37,40^, thus participated in β to α reprogramming. Our data were consistent with a previous observation that ectopic expression of LAP and LIP in monocytes differentially activated MafB expression and osteoclast-genesis^41^. MafB has been shown to activate cell type-specific expression of the glucagon gene^33^. In the present study, we found *Raptor*/C/EBPβ/*MafB* not only regulates *glucagon* mRNA expression but also controls the transcription levels of some α-cell-enriched genes, i.e. *Corin*, *Cela1*, and *Fam49a*. A further combined analysis on 2- and 8-week-old transcriptome revealed seven genes that were *Raptor* specifically dependent, including α-cell enriched genes *Etv1* and *Tspan12*. *Etv1* belongs to the Pea3 group of the ETS family of transcription factors^42–44^ and *Tspan12* is a known component of Tetraspanin (*Tspan12*) family^45–47^; however, their functions in islet β-cell and α-cell are still unknown. Our data showed that co-expression of *Etv1* and *Tspan12* caused a significant increase in glucagon promoter activity and *glucagon* mRNA expression in β-cells. This is relevant since β-cell-specific ETV-dependent genes was significant enrichment of diabetes and obesity-associated genes, thus involving the pathogenesis of diabetes^48^. To our knowledge, this is the first time a metabolic pathway has been identified not only maintaining the proper expression of β-cell functional genes but also repressing non-β cell genes. Conceptually similar findings were reported for *Pdx1* (prevent glucagon)^6^, *Nkx6.1* (prevent somatostatin)^7^, *Nkx2.2* (prevent somatostatin)^9^, and *Dnmt1* (prevent glucagon)^49^ in preventing acquisition of non-β-cell hormones.

Previous studies have illustrated that metabolic defect predisposes to β-cell dedifferentiation and reprogramming^2,50^. Failure β-cells show conjoined features of two cardinal processes: mitochondrial dysfunction and progenitor-line features^5^. *Raptor*-deficient dedifferentiated β-cell was characterized by low UCN3, low GLUT2, and high ALDH1A3 expression, with destabilized β-cell metabolic coupling of insulin secretion. Euglycemic *Raptor*-deficient β-cell exhibited downregulation of mitochondria genes (*Nqo1*, *Atp4a*, *mt-Co3*, *mt-Nd2*, *mt-Co1*, and *Cox6a2)*, decreased *Glut2* expression, derepressed disallowed genes (*HK1* (ref. ^51^), *AldoB*^52^, and *Ldha*^53^) and reduced ATP levels for GSIS. It has been reported that mTORC1 controls mitochondrial dynamics, possibly due to the preferential translational regulation of a subset of cellular mRNA for essential nucleus-encoded mitochondrial proteins^54,55^. The mitochondrial defect in *Raptor*-deficient β-cell was reminiscent of dedifferentiated ALDH^+^ β-cells, in which mitochondrial complex I, IV, and V function were significantly impaired. It is logical that impaired mitochondrial complex I, IV, and V functions can lead to reduced ATP production, stalling of protein translation and reactivation of genes that sustain a cellular progenitor program^56^. We propose that impaired mitochondrial function in *Raptor*-deficient β-cells marks the progression from mitochondria defect to β-cell identity loss and reprogramming in the natural history of β-cell failure before diabetes occurs.

In addition to mitochondria metabolic uncoupling, loss of *Raptor* directly impaired proinsulin synthesis, the most energy consuming processes in β-cell. This was evidenced by dramatic reduction in proinsulin content in euglycemic mutant pancreas and islet, when C-peptide was completely reversed after glucose normalization. On the contrary, the proinsulin/insulin ratio “flaws” detected in diabetic βRapKO^GFP^ by us and Blandino-Rosano et al.^26^ disappeared when mutant mice were constantly kept at normoglycemia. The decreased expression of CPE, a pancreatic convertase, in diabetic βRapKO^GFP^ mice^26^, was reversed in euglycemic βRapKO^GFP^ mice. In diabetes, β-cells undergo marked degranulation of mature secretory granule (SG) in response to hyperglycemia, which stimulates secretion. This leads to decreased pancreatic C-peptide and CPE, which also resides in SG. This is found in βRapKO^GFP^ mice, which are insulin deficient to begin with, as well as in other models of diabetes^57,58^. Treatment with insulin prevents hyperglycemia and restores the SG pool and consequently increases insulin (C-peptide) content, along with reduced proinsulin/C-peptide ratio. Increased proinsulin/C-peptide ratio per se may represent accumulation of young SG, as the mature granules are being secreted; whether it also imply the processing defects needs to be confirmed by pulse-chase experiments. Likewise, genes involved in ROS production and anti-inflammatory process were also recovered after glycemic normalization. This is consistent with the finding that chronic hyperglycemia is highly associated with upregulation of inflammatory mediators in both animals and in human diabetic subjects^59^, while insulin can ameliorate the inflammatory responses^60^. Moreover, hyperglycemia increased ROS production by driving mitochondria toward increased oxygen use and decreased ATP formation^61,62^, which in turn suppressed insulin generation in pancreatic β-cells by inhibiting insulin gene transcription factors such as Pdx1 or MafA^63,64^. Taken together, our work identified the importance of mTORC1 signaling for metabolic coupling and proinsulin synthesis in β-cells, while attributed the inappropriate proinsulin/insulin ratio, ROS, and inflammatory responses in βRapKO^GFP^ to glucotoxicity.

In light of the current data, we propose *Raptor* controls β-cell anabolic metabolism and serves as checkpoint of β-cell identity and plasticity (Fig. 7). At euglycemia, loss of *Raptor* results in β-cell dedifferentiation (marked as UCN3^low^, GLUT2^low^, and ALDH1A3^high^) with compromised β-cell identity, metabolic uncoupling, and regression to multi-hormonal state with α-cell features. We propose *Raptor*/C/EBPβ/*MafB*-dependent and *MafB*-independent ways in silencing α-cell-enriched genes and glucagon expression in healthy β-cells. *Raptor*-deficient β-cells with compromised identity become dysfunctional and eventually cause diabetes; in turn, hyperglycemia further aggravates dedifferentiation and reprogramming process. Our data provide insights into the molecular nature of dedifferentiation process that independent of metabolic state, and by translating mTORC1-β cell default biology into mechanism-based interventions might help to reverse the course of diabetes.

**Fig. 7:**
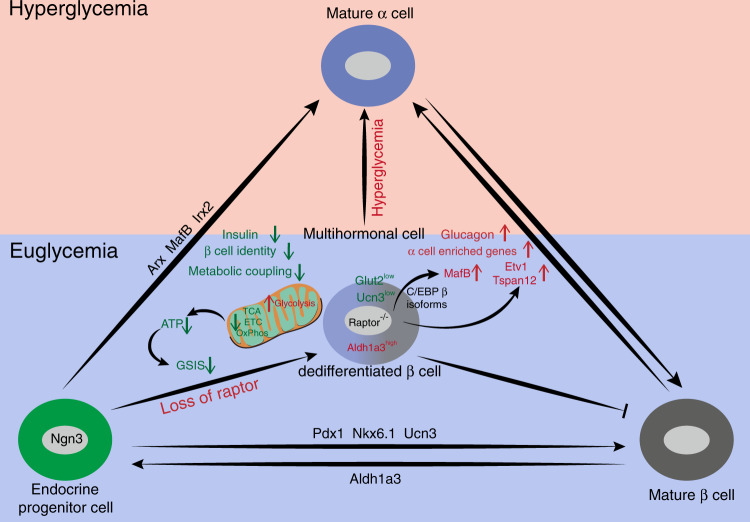
The role of *Raptor* in β-cell identity maintenance and α-cell gene repression. *Raptor* is required for maintaining β-cell identity as well as repressing α-cell signature. At euglycemia, loss of *Raptor* results in β-cell dedifferentiation (marked as UCN3^low^, Glut2^low^, and Aldh1a3^high^) with compromised β-cell identity, metabolic uncoupling, and regression to multi-hormonal state with α-cell features. We propose *Raptor*/C/EBPβ/*MafB*-dependent and *MafB*-independent ways in silencing α-cell-enriched genes and glucagon expression in healthy β-cells. *Raptor*-deficient β-cells with compromised identity become dysfunctional and eventually cause diabetes; in turn, hyperglycemia further aggravates dedifferentiation and reprogramming process.

## Methods

### Mice and supplementation with insulin using osmotic pumps

β-Cell-specific *Raptor* knockout mice (βRapKO) were generated by crossing *Raptor*^flox/flox^ mice (purchased from the Jackson Laboratory, C57BL/6J) with mice expressing Cre recombinase driven by the rat insulin promoter (RIP-Cre, mixed C57BL/6J:129/SvJ) and were further bred to *Rosa26-EGFP* mice (purchased from the Jackson Laboratory, USA) to generate βRapKO^GFP^ mice (*Raptor*^*−/−*^, *RIP-Cre*, *Rosa26*^*GFP*^), permitting lineage tracing of *Raptor*-deleted cells. βRapKO^GFP^ mice were used for experiments and their age-matched littermates (*Raptor*^*+/+*^, *RIP-Cre*, *Rosa26*^*GFP*^) were used as WT controls. Genotyping was performed by PCR using genomic DNA isolated from the toe tips of newborn mice. Only male animals were used for the experiments. Animals were maintained in a specific pathogen-free animal facility with 22 ± 1 °C, 60–70% humidity on a 12-h light–dark cycle. Water and food were provided ad lib. All animal experiments were approved by the Animal Care Committee of Shanghai Jiao Tong University School of Medicine.

Four weeks after birth, some βRapKO^GFP^ mice were anesthetized by intraperitoneal injection of 1% Pelltobarbitalum Natricum and subcutaneously implanted with Alzet mini-osmotic pumps (model 1004; Charles River Laboratories, USA) at a dose of 0.2–0.3 U/day over a period of 28 days supplementing with human insulin (Novolin^®^ R Penfill^®^, Novo Nordisk, Denmark). Blood glucose was measured every other day over the entire period of the experiment. Twenty-eight days after pump implantation, mice were sacrificed and pancreas was removed.

### Metabolic studies

Blood glucose was monitored every 2 weeks. We performed glucose tolerance tests on overnight-fasted mice by intraperitoneal injection of 2 g/kg glucose. Blood glucose concentration was measured before and 15, 30, 60, and 120 min after glucose injection by glucometers (Accu-Chek, Roche, Mannheim, Germany). Six-hour-fasting serum insulin concentration was measured by ELISA Kit (Mouse Ultrasensitive Insulin ELISA Kit, Alpco, USA) and 6 h-fasting serum glucagon concentration was measured by radioimmunoassay kit (Glucagon ELISA Kit, Chemiluminescent, Millipore, USA).

Pancreas was removed and disrupted using ethanol-HCl extraction and homogenizer (Fisher Scientific, USA). Samples were centrifuged, and the supernatant after centrifugation was used for measurement of total C-peptide/proinsulin content per pancreas. The C-peptide and proinsulin content were analyzed by C-peptide (Mouse C-Peptide ELISA Kit, Crystal Chem, USA) and proinsulin (Rat/Mouse Proinsulin ELISA, Mercodia, Sweden) ELISA kits and normalized to pancreas protein concentration (BCA method; ThermoFisher Scientific, USA).

### α-Cell mass and β-cell mass measurement

Whole pancreas from 8-week-old mice were weighed, fixed, embedded, and sectioned continuously. At least 10 evenly 200 μm apart sections throughout the entire pancreas were picked to immunostaining for insulin, glucagon, followed by peroxidase conjugated secondary antibody, visualized using a DAB Peroxidase Substrate Kit (Fuzhou Maixin Biotech, China), and counterstained with eosin^65^. Digital images of whole pancreas were captured by a Nikon MZ 100 microscope (Japan). Total pancreatic and insulin/glucagon positive areas of each section were measured and calculated using Meta-Morph version6.1 (Molecular Devices, USA). β-Cell mass/α-cell mass was obtained by multiplying the ratio of total insulin-positive area (total glucagon positive area) to total pancreatic area with the pancreas weight.

### Immunofluorescence

Pancreas tissues were fixed in 4% paraformaldehyde overnight at 4 °C, embedded in paraffin, and cut into 6-μm-thick section. For nuclear transcription factor detection, we performed antigen retrieval in citrate buffer (Vector Laboratories, USA) for 15 min in the microwave. Slides were washed with PBS and blocked with normal donkey serum (5%), and then primary antibodies were applied (Supplementary Table 1).The Arx antibody was from Dr.Kunio Kitamura’s lab^66^. For specific antibodies, biotin-streptavidin system (Fuzhou Maixin Biotech, China) and Tyramide signal amplification (PerkinElmer, USA) were performed. Fluorescent secondary antibodies were from Invitrogen (USA) (Supplementary Table 2). Slides were mounted with Vectashield with DAPI (SouthernBiotech, USA). We used confocal microscopy (Zeiss710, Germany) and Laser Scanning Microscope Software (Zen (blue edition)/2.1) to survey co-localization and capture images. Immunofluorescent images were analyzed by ImageJ software (edition/1.50i, NIH).

Isolated islets were dispersed into single cells with 0.25% trypsin-EDTA (Gibco, USA), then cells were cultured on a microscope slide (Millipore’s Millicell EZ SLIDE, USA) overnight, washed with PBS and fixed in 4% pre-cooling paraformaldehyde for 20 min, and then the fixed cells were stained for PS6 and insulin.

### Isolation of pancreatic islets and purification of β-cells

Pancreatic islets were isolated by collagenase P (Roche, Switzerland) injecting into the common bile duct. The perfused pancreas was dissected and incubated at 37 °C for 17 min. Digested exocrine cells and intact islets were separated via centrifugation, and intact islets were manually handpicked.

Islets were digested into single cells by 0.25% trypsin-EDTA (Gibco, USA) solution and sorted for GFP by FACS (MoFlo XDP, Beckman Coulter, USA). Cells from *Raptor*^*+/+*^ *Rosa26*^*GFP*^ mice were used as a negative control for FACS gating. β-Cell-derived endocrine cells lineage traced with GFP were purified by FACS sorting to a purity of 85–95%. Sorted cells were then processed for RNA extraction.

### RNA-sequencing analysis

Total RNA was isolated using RNeasy Micro kit (Qiagen, Germany). Paired-end libraries were synthesized by using the TruSeq® RNA Sample Preparation Kit (Illumina, USA) following TruSeq® RNA Sample Preparation Guide. Briefly, the poly-A-containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under 94 °C for 8 min. The cleaved RNA fragments are copied into first-strand cDNA using reverse transcriptase and random primers. This is followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then go through an end repair process, the addition of a single “A” base, and then ligation of the adapters. The products are then purified and enriched with PCR to create the final cDNA library. Purified libraries were quantified by Qubit® 2.0 Fluorometer (Life Technologies, USA) and validated by an Agilent 2100 bioanalyzer (Agilent Technologies, USA) to confirm the insert size and calculate the mole concentration. Cluster was generated by cBot with the library diluted to 10 pM and then were sequenced on the Illumina HiSeq 2500 (Illumina, USA). The library construction and sequencing was performed at Shanghai Biotechnology Corporation. Sequencing raw reads were preprocessed by filtering out rRNA reads, sequencing adapters, short-fragment reads, and other low-quality reads. We used Tophat v2.1.0 (ref. ^67^) to map the cleaned reads to the mouse mm10 reference genome with two mismatches. 

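The deposited table lists 34745 genes with an FPKM value for each of the 11 libraries. The values of a library sum to between 360953 and 428978 FPKM. Between 13095 and 25711 genes were above 0 per library, and between 9886 and 12056 were at 1 FPKM or more. The 3 hormone genes *Ins1*, *Ins2* and *Iapp* together made up 28.95 to 51.2% of a library's FPKM, so the values of all other genes share the rest.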

After genome mapping, Cufflinks v2.1.1 (ref. ^68^) was run with a reference annotation to generate FPKM values for known gene models. Differentially expressed genes were identified using Cuffdiff^68^. The *p* value significance threshold in multiple tests was set by the false discovery rate (FDR). The fold-changes were also estimated according to the FPKM in each sample. 

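When the 1.5-fold criterion was applied to the ratio of the groups' mean FPKM in place of the difference of mean log2(FPKM + 1), the number of differentially expressed genes stayed at 109 for diabetic against WT, 62 for euglycemic against WT and 1 for diabetic against euglycemic libraries. The genes were the same in each comparison.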

The differentially expressed genes were selected using the following filter criteria: FDR ≤ 0.05 and fold change ≥ 1.5.

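Without the fold change criterion the counts also did not change, because every gene with an adjusted p of at most 0.05 in limma's test had changed by at least 1.5-fold. At an adjusted p of at most 0.1, the test listed 187 genes between diabetic and WT, 103 between euglycemic and WT and 17 between diabetic and euglycemic libraries. The smallest adjusted p values in these comparisons were 0.000232, 0.000269 and 0.0498.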

### Microarray analysis

Total RNA was extracted from freshly purified β-cells of 2-week-old βRapKO^GFP^ and WT mice using RNeasy Micro Kit (Qiagen, Germany) and sample qualities were assessed using an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, USA), taking a minimal cut-off RIN ≥ 7. We included at least 3–4 independent biological replicates, each composed of RNA isolated from β-cells of 5–6 animals with the same genotype. Total RNA samples of each group were then used to generate biotinylated cRNA targets for the Affymetrix Gene Clariom S Array. Data were analyzed using Genespring software (Agilent).

### qRT-PCR analysis and western blotting

For qRT-PCR, total RNA was extracted by TRIzol reagent (Invitrogen, USA) according to the manufacturer’s protocols. One microgram of RNA was used for synthesis of cDNA using SuperScriptII (Invitrogen, USA) with random primer as described. Duplicate samples for quantitative PCR were run in an ICycler (ABI, California, USA, QuantStudio 12K Flex Software/v1.2.2). ΔCt for each gene was determined after normalization to actin, and ΔΔCt was calculated relative to the control. Gene expression values were then expressed as a fold change, calculated by 2^−ΔΔCt^. Primer sequences can be obtained in Supplementary Table 3.

The protein concentration of islet and cell lysates was quantified by BCA protein assay (Pierce, Rockford, IL, USA). Protein samples (20 μg) were separated by electrophoresis on TGX precast gel 4–20% (Bio-Rad, Hercules, CA, USA) and transferred to a polyvinylidene fluoride (PVDF) membrane. Primary antibodies are listed as follows: rabbit anti-RAPTOR (1:1000; Cell Signaling Technology, USA), rabbit anti-PS6 (Ser240/244) (1:1000; Cell Signaling Technology, USA), rabbit anti-4E-BP1 (1:1000; Cell Signaling Technology, USA), rabbit anti-tubulin (1:1000; Cell Signaling Technology, USA), rabbit anti-CPE (1:1000; GeneTex, USA), and guinea pig polyclonal anti-insulin antibody from Liuming Lab^69^. TUBULIN was used as an internal control to normalized band intensity. Horseradish peroxidase-coupled goat-anti-rabbit IgG (1:2000; Cell Signaling Technology, USA) and horseradish peroxidase-coupled goat-anti-guinea pig IgG (1:2000; Jackson ImmunoResearch, USA) were used as a secondary antibody. Blots were developed with enhanced chemiluminescence (Millipore, USA) and detection was performed using LAS-4000 (GE, USA) and Image Studio Software version 5.2 (LI-COR).

### In vitro GSIS and proinsulin/C-peptide measurement

Isolated islets were recovered in 1640 RPMI supplemented with 10% serum at a 11.1 mM glucose. Then the islets were pre-incubated for 1 h at 37 °C in Krebs–Ringer bicarbonate HEPES buffer (KRBH) supplemented with 0.2% BSA in the presence of 2.8 mM glucose, followed by 1 h of incubation in KRBH supplemented with 0.2% BSA in the presence of 2.8 mM glucose or 16.7 mM glucose. The supernatant was collected and C-peptide content was extracted by acid ethanol. C-peptide in supernatant and islet lysates were measured by C-peptide ELISA assay (Mouse C-Peptide ELISA Kit, Crystal Chem, USA). Secreted C-peptide was calculated as the percentage of total C-peptide content per hour. Islet proinsulin and C-peptide content were measured using the islet lysates by Proinsulin (Rat/Mouse Proinsulin ELISA, Mercodia, Sweden) and C-peptide (Mouse C-Peptide ELISA Kit, Crystal Chem, USA) ELISA kits.

ATP levels were measured using the Bioluminescence assay kit (FLASC, Sigma, USA). For ATP measurement, batches of 30 islets each condition following the procedure of GSIS were lysed using the kit buffer at 25 °C for 5 min. ATP was expressed as relative light units using a luminometer (Promega, Madison, WI).

### INS-1 cell culture and luciferase assays

INS-1 cells purchased from the CAMS Cell Culture Center (Beijing, China) were grown in RPMI 1640 medium containing 11.1 mM glucose and supplemented with 10 mM HEPES, 10% FBS, 2mM l-glutamine, 1 mM sodium pyruvate, 5 μM β-mercaptoethanol, 100 IU/mL penicillin and 100 μg/mL streptomycin at 37 °C in a humidified 5% CO_2_ atmosphere. The cells were sub-cultured when they reached 80% confluence. PcDNA3.1-*LAP* plasmid, pcDNA3.1-*LIP* plasmid, pcDNA3.1-*Etv1* plasmid, and pcDNA3.1-*Tspan12* plasmid transfections were conducted using Lipofectamine 2000 (Invitrogen, USA) according to the manufacturer’s instructions.

SiRNA oligonucleotides for *Raptor*, *MafB*, and their control were designed and synthesized from GenePharma (Shanghai, China). Lipofectamine 2000 transfection reagent (Invitrogen, USA) was used according to the manufacturer’s instructions.

INS-1 cells transfected with LAP/LIP, Etv1/Tspan12 plasmid, or GFP plasmid were plated in 24-well plates 24 h before transfection. When the cells reached 70–80% confluence, they were transfected with plasmids (examined promoter plasmid and pRL-SV40) using Lipofectamine 2000 transfection reagent (Invitrogen, USA). Six hours after transfection, the medium was changed. MafB promoter activity was examination after 12 h, and Glucagon promoter activity was determined 24 h later. The cells were lysed in 1× PLB, and luciferase assays were performed using the Dual-Luciferase Reporter Assay System (Promega, USA) as recommended by the manufacturer. All luciferase assay experiments were performed in triplicate.

### Data analysis

Data are presented as means ± SEM and analyzed by two-tailed Student’s *t-*test for two groups and ANOVA analysis for multiple groups. Statistics were computed by SPSS 22.0 (USA). *P* value less than 0.05 was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All data supporting the findings of this study are available with the article. Data from RNA-seq are available under GEO Series GSE130792. Microarray data has been deposited in the NCBI GEO repository with an accession ID GSE140224. Source data for Figs. 1–6 and Supplementary Figs. 1–4, Supplementary Figs. 6 and 7 are provided with the paper as a Source Data File.

## Source Data

Source Data

# Supplementary material for: Raptor determines β-cell identity and plasticity independent of hyperglycemia in mice
**Source:** Nat Commun. 2020 May 21;11:2538. doi: 10.1038/s41467-020-15935-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

***Raptor* determines  $\beta$ -cell identity and plasticity  
independent of hyperglycemia in mice**

**Yin et al**

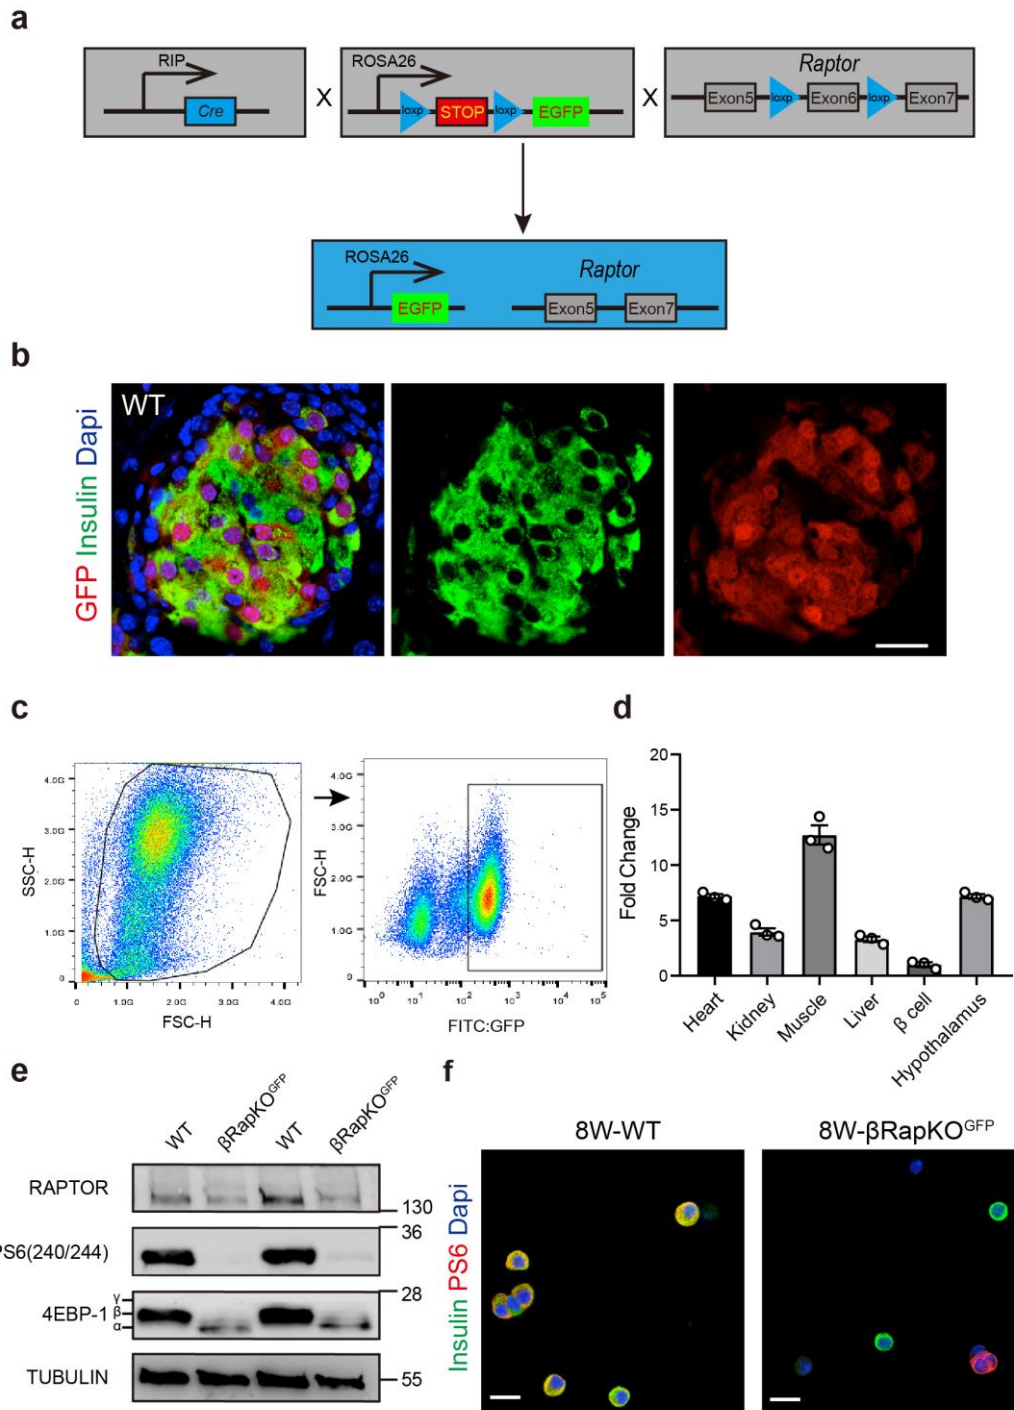

### Supplementary Figure 1. Validation of $\beta$ RapKO<sup>GFP</sup> mice.

(a) Generation of  $\beta$ RapKO<sup>GFP</sup> mice. (b) Representative images of the lineage-tracing immunofluorescence-based analysis of 8-week-old islets from *RipCre-Rosa26<sup>GFP</sup>* mice, insulin (green), GFP (red) (n=3). Scale bars, 20 $\mu$ m. (c) The gating strategy for FACS of GFP<sup>+</sup>  $\beta$  cells is indicated. (d) Relative expression of *Raptor* in heart, kidney, muscle, liver,  $\beta$ -cell and hypothalamus from 8-week-old  $\beta$ RapKO<sup>GFP</sup> mice (n=3, means  $\pm$  SEM). (e) Western blotting showed decreased mTORC1 downstream targets phosphorylation of PS6 (Ser240/244) and 4E-BP1 in 8-week-old WT and  $\beta$ RapKO<sup>GFP</sup> islets (n=2). (f) Representative images of immunofluorescent staining for PS6 (Ser240/244) (red) and insulin (green) in dispersed islets from 8-week-old control and  $\beta$ RapKO<sup>GFP</sup> mice (n=3). Scale bars, 10 $\mu$ m.

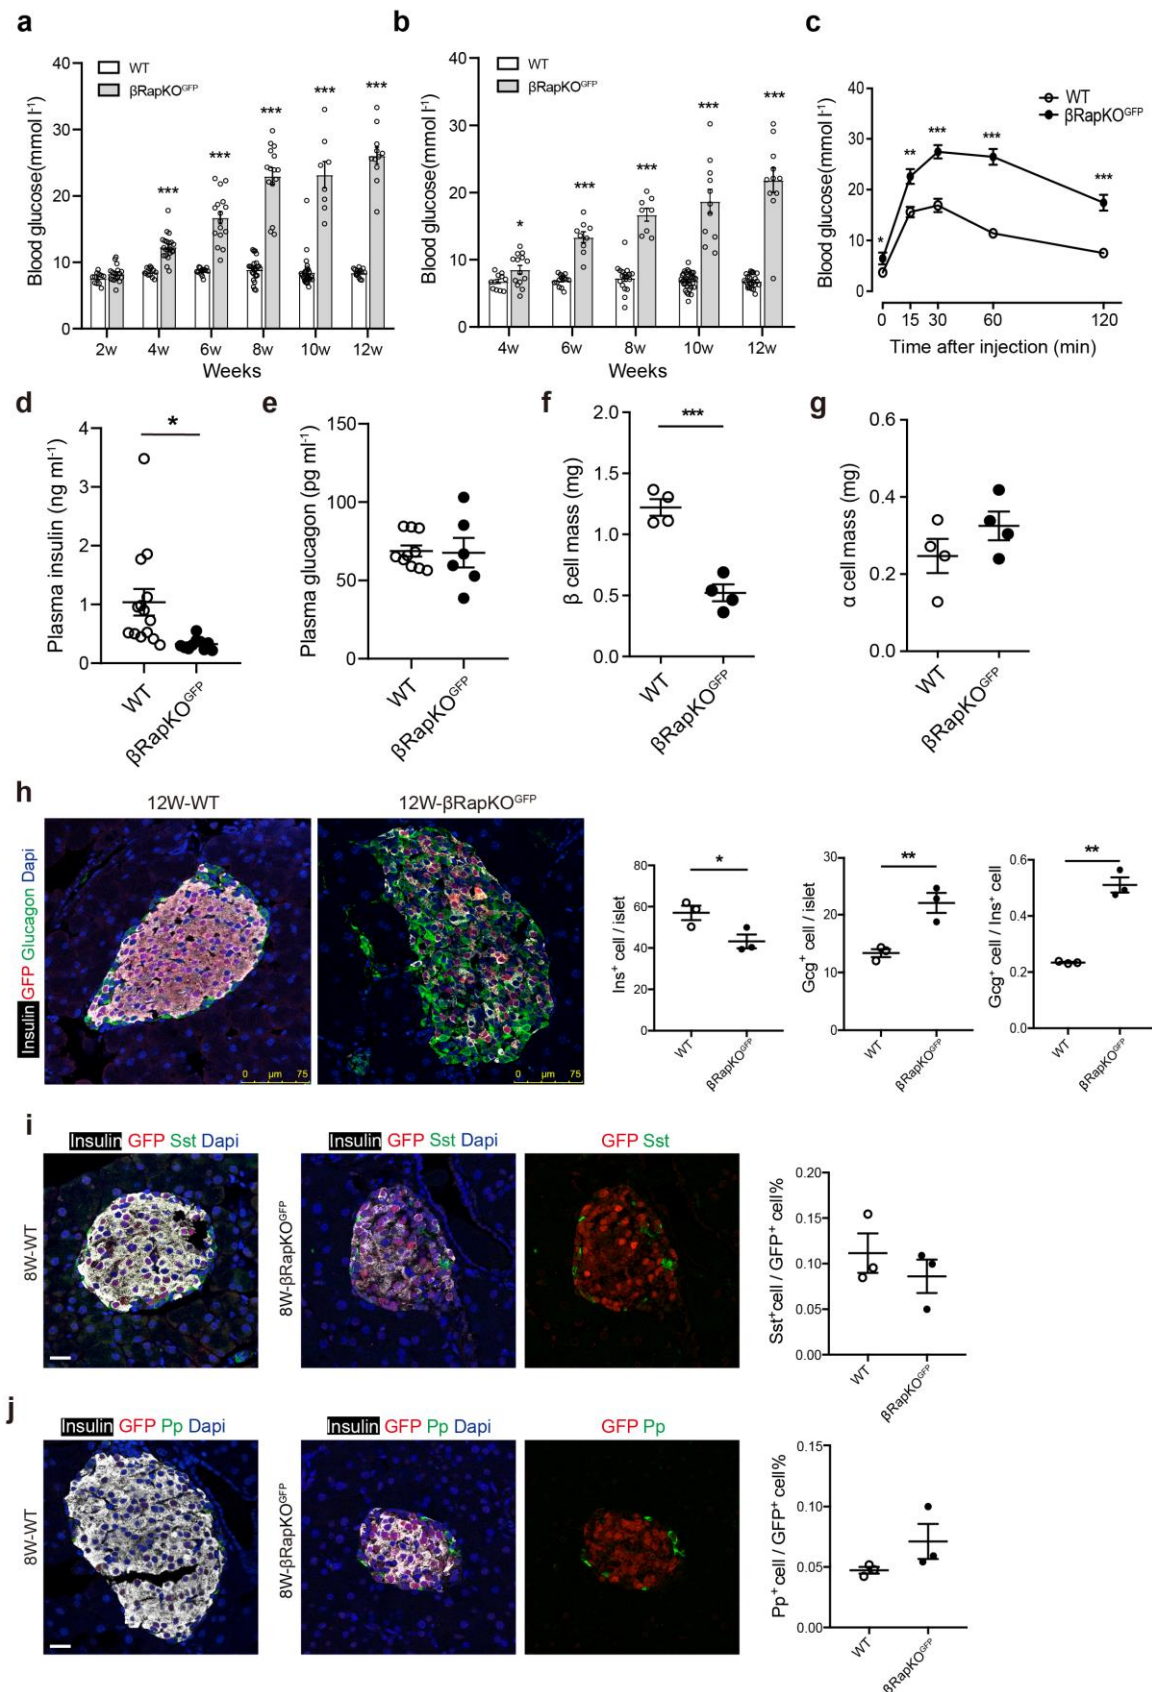

## Supplementary Figure 2. Impaired glucose tolerance and changed islet structure in βRapKO<sup>GFP</sup> mice.

(a) Random blood glucose (n= at least 11 for WT, n= at least 8 for βRapKO<sup>GFP</sup>, p values included in source data), and (b) 6-h fasting blood glucose were monitored every 2 weeks in WT and βRapKO<sup>GFP</sup> mice (n= at least 12 for WT, n= at least 8 for βRapKO<sup>GFP</sup>, p values included in source data). (c) Intraperitoneal glucose tolerance tests were performed on 8-week-old WT and βRapKO<sup>GFP</sup> mice (n=7 for WT, n=6 for βRapKO<sup>GFP</sup>,

p values included in source data). (d) 6-h fasting plasma insulin concentrations (n=14 for WT, n=10 for  $\beta$ RapKO<sup>GFP</sup>, p=0.015) and (e) 6-h fasting plasma glucagon concentrations in 8-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice were shown (n=10 for WT, n=6 for  $\beta$ RapKO<sup>GFP</sup>, p=0.90). (f) Pancreatic  $\beta$ -cell mass (n=4 independent samples for each group, p=0.00035) and (g)  $\alpha$ -cell mass were shown (n=4 independent samples for each group). (h) Representative images of pancreatic sections from 12-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice were immunostained for insulin (white), glucagon (green) and GFP (red) (n=3). The number of Ins<sup>+</sup> cells per islet (p=0.047), the number of Gcg<sup>+</sup> cells per islet (p=0.009) and quantification of Gcg<sup>+</sup>/Ins<sup>+</sup> cell ratio (p=0.009) were calculated in 12-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice (n=3). At least 46 islets were used for quantifications. Scale bars, 75 $\mu$ m. (i) Representative images of pancreatic sections from 8-week-old WT,  $\beta$ RapKO<sup>GFP</sup> mice were immunostained for insulin (white), somatostatin (green) and GFP (red). The percentage of GFP<sup>+</sup>Sst<sup>+</sup> cells among GFP<sup>+</sup> cells in 8-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice (n=3). At least 43 islets were used for quantifications. Scale bars, 20 $\mu$ m. (j) Representative images of pancreatic sections immunostained for insulin (white), pancreatic polypeptide (green) and GFP (red) in 8-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice. The percentage of GFP<sup>+</sup>Pp<sup>+</sup> cells among GFP<sup>+</sup> cells in 8-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice (n=3). At least 43 islets were used for quantifications. Scale bars, 20 $\mu$ m. Data represent means  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 by two-sided Student's t test.

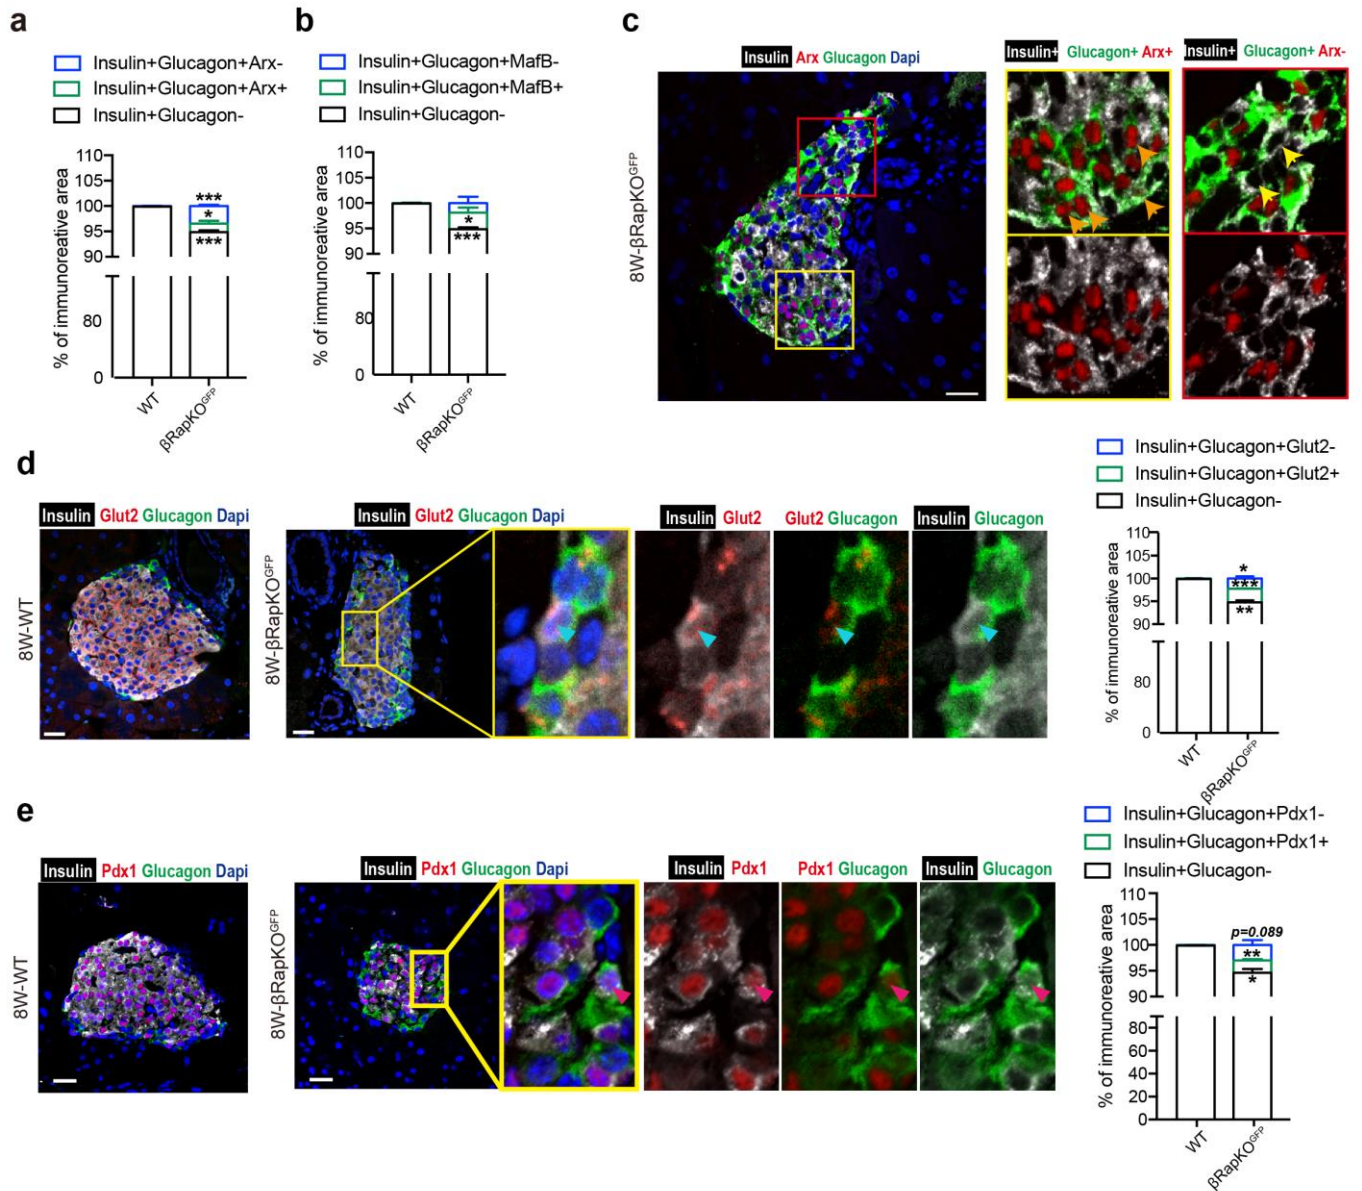

### Supplementary Figure 3. Adult $\beta$ -cells acquire islet $\alpha$ -like features in $\beta$ RapKO<sup>GFP</sup> mice.

(a-b) Percentage of  $\text{Arx}^+\text{Insulin}^+\text{Glucagon}^+$  (for tri-positive cells,  $p=0.037$ , for double-positive cells,  $p=0.000022$ , for only insulin positive cell,  $p=0.00002$ ) (a) and  $\text{MafB}^+\text{Insulin}^+\text{Glucagon}^+$  (for tri-positive cells,  $p=0.029$ , for double-positive cells,  $p=0.12$ , for only insulin positive cell,  $p=0.00002$ ) (b) cells were calculated ( $n=3$ ). At least 50 islets or 2000 insulin positive cells were used for quantifications. (c) Representative images of Arx (red) positive and negative subpopulations in insulin (white) and glucagon (green) double positive cells ( $n=3$ ). Boxes showed the specific area of the islet, which were enlarged: orange arrows for  $\text{Arx}^+$  cells, yellow arrows for  $\text{Arx}^-$  cells. (d) Representative images of immunofluorescence labeled with insulin (white), Glut2 (red) and glucagon (green) in 8-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice ( $n=3$ ). Percentage of  $\text{Glut2}^+\text{Insulin}^+\text{Glucagon}^+$  was calculated ( $n=3$ , for tri-positive cells,  $p=0.0000004$ , for double-positive cells,  $p=0.014$ , for only insulin positive cell,  $p=0.002$ ). At least 50 islets or 2000 insulin positive cells were used for quantifications. (e) Co-immunostaining of Pdx1 (red), insulin (white) and glucagon (green) in 8-week-old  $\beta$ RapKO<sup>GFP</sup> mice compared with WT mice ( $n=3$ ). Percentage of  $\text{Pdx1}^+\text{Insulin}^+\text{Glucagon}^+$  was calculated ( $n=3$ , for tri-positive cells,  $p=0.001$ , for double-positive cells,

p=0.089, for only insulin positive cell, p=0.018). At least 50 islets or 2000 insulin positive cells were used for quantifications. Yellow boxes showed the specific areas of the islet, which were enlarged and represented by arrows on the right to demonstrate protein expression within specific cells. Scale bars, 20µm. Data represent means  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 by two-sided Student's t test.

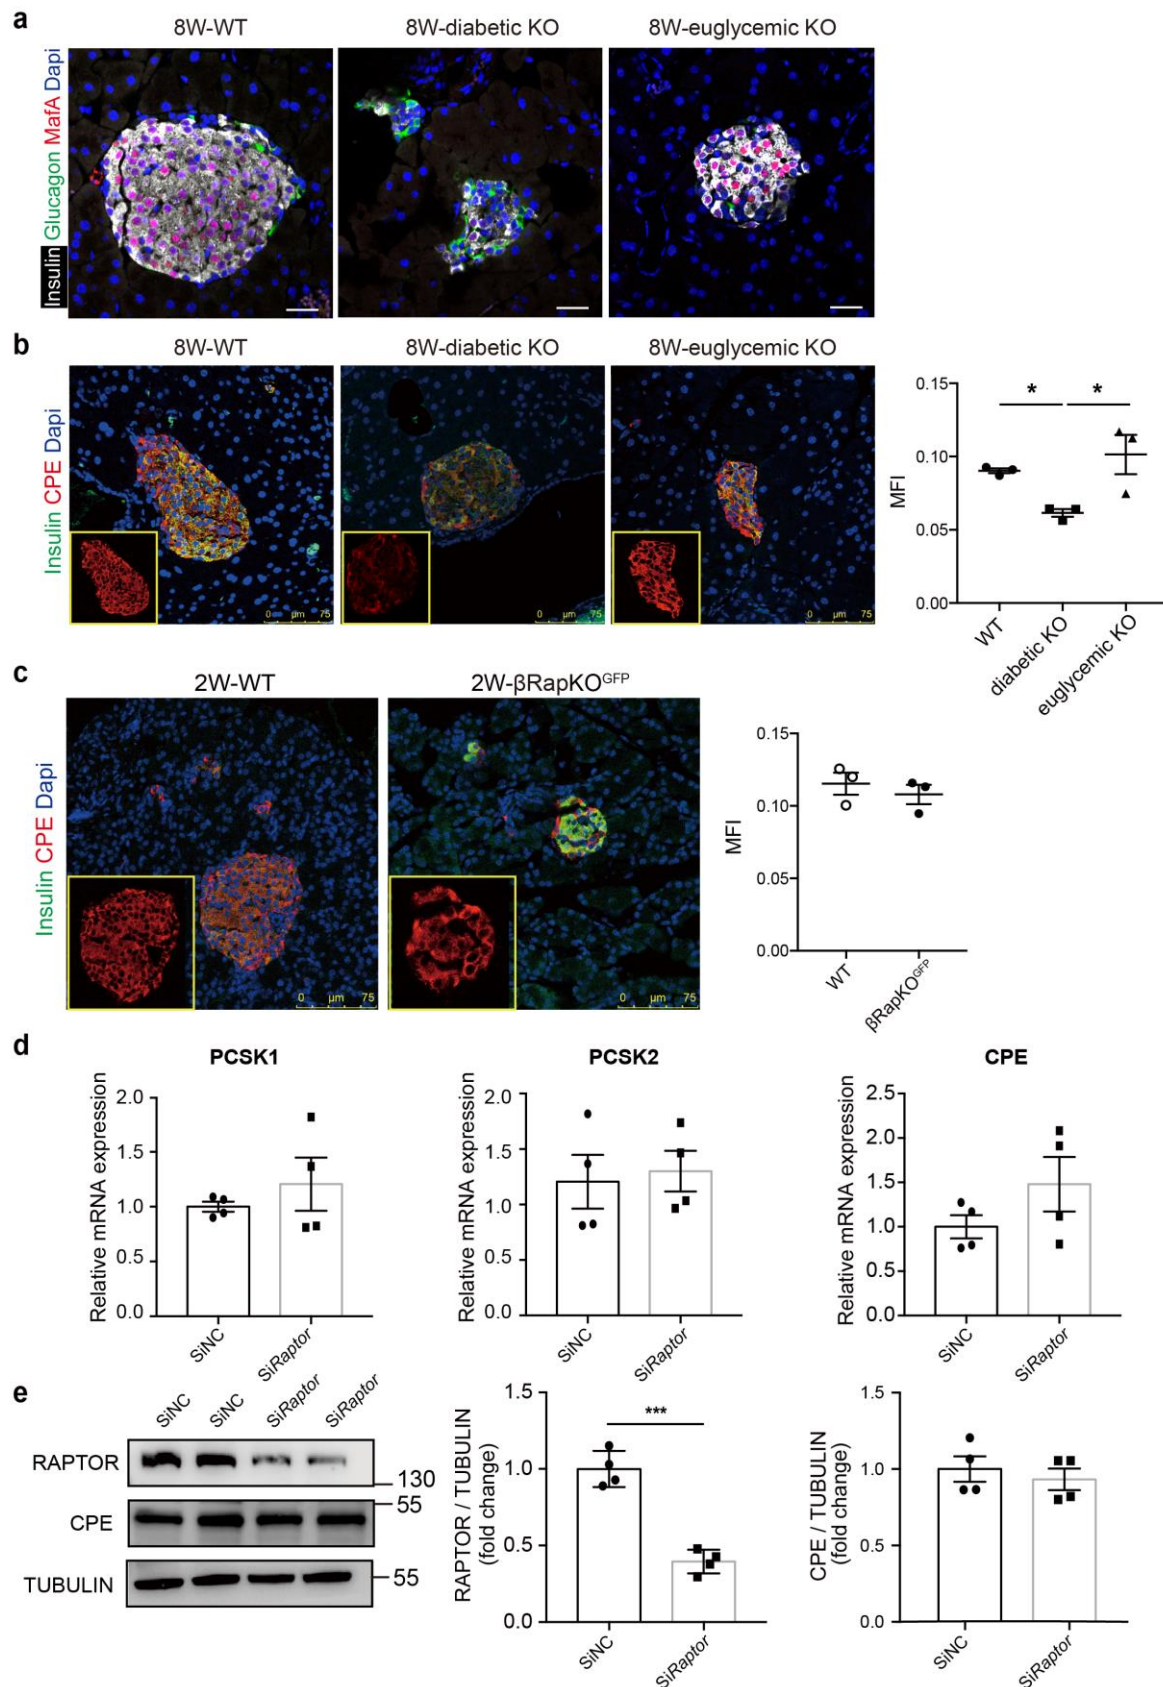

**Supplementary Figure 4. mTORC1 does not directly influence CPE expression.**

(a) Representative images of immunofluorescence staining for insulin (white), glucagon (green) and MafA (red) in 8-week-old WT, diabetic  $\beta$ RapKO<sup>GFP</sup> and euglycemic  $\beta$ RapKO<sup>GFP</sup> islets (n=3). Scale bars, 20 $\mu$ m. (b) Representative immunofluorescent staining for CPE (red) and insulin (green) among 8-week-old WT, diabetic

$\beta$ RapKO<sup>GFP</sup> and euglycemic  $\beta$ RapKO<sup>GFP</sup> mice. Insets showed different expression levels of CPE. MFI of CPE in WT, diabetic  $\beta$ RapKO<sup>GFP</sup> and euglycemic  $\beta$ RapKO<sup>GFP</sup> islets (n=3, one way ANOVA, LSD multiple comparison, WT vs diabetic  $\beta$ RapKO<sup>GFP</sup>: p=0.044; diabetic  $\beta$ RapKO<sup>GFP</sup> vs euglycemic  $\beta$ RapKO<sup>GFP</sup>: p=0.012; WT vs euglycemic  $\beta$ RapKO<sup>GFP</sup>: p=0.361). At least 10 islets from 3 sections were used for quantifications of MFI. Scale bars, 75 $\mu$ m. (c) Representative immunofluorescent staining for CPE (red) and insulin (green) in 2-week-old WT and  $\beta$ RapKO<sup>GFP</sup> mice (n=3). Insets showed expression levels of CPE. MFI of CPE in  $\beta$  cells. At least 10 islets from 3 sections were used for quantifications of MFI. Scale bars, 75 $\mu$ m. (d-e) INS-1 cells were transfected with SiRaptor or SiNC for 72h. (d) Relative expression of *Pcsk1*, *Pcsk2* and *CPE* in INS-1 cells transfected with SiNC or SiRaptor by qRT-PCR (n=4 independent cell experiments). (e) Representative pictures of Western blotting for RAPTOR and CPE in INS-1 cells transfected with SiNC or SiRaptor were shown. Band intensities of RAPTOR and CPE normalized for the corresponding TUBULIN intensity were calculated (n=4 independent cell experiments, p=0.00014). Data represent means  $\pm$  SEM. \*p < 0.05, \*\*\*p < 0.001 by two-sided Student's t test and one-way ANOVA.

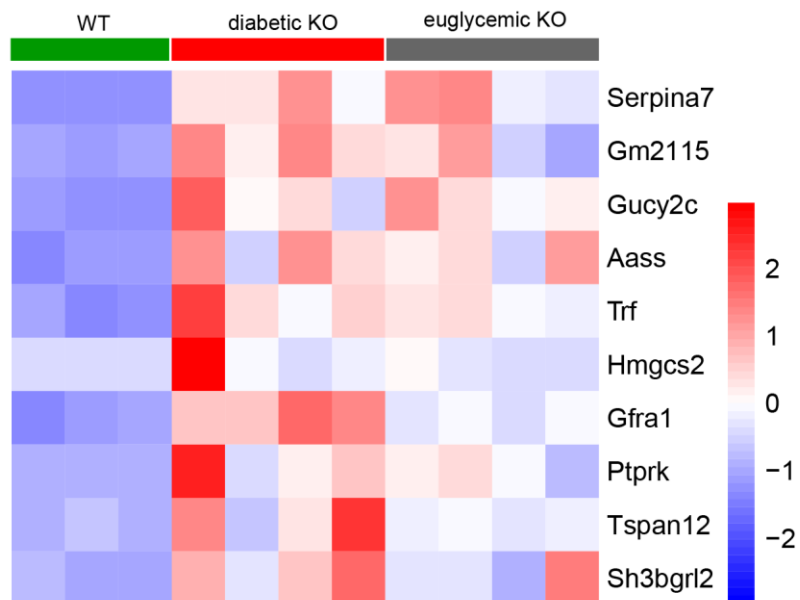

**Supplementary Figure 5. Heatmap of other disallowed genes upregulated after *Raptor* Knock-out.**

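A heatmap of this kind shows each gene relative to its own mean, so that genes at the limit of detection and genes with many fragments look alike. *Sh3bgrl2* (ENSMUSG00000032261) was under the minimum FPKM of the test, with means of 0.127 ± 0.0374 (SD, n = 3) in WT, 0.651 ± 0.261 (SD, n = 4) in diabetic and 0.425 ± 0.314 (SD, n = 4) in euglycemic libraries, and exact permutation tests, two-sided, gave p = 0.0571 and p = 0.0857 against WT. The median difference of the 10 genes shown from WT on the log2(FPKM + 1) scale was 1.34 in diabetic and 0.83 in euglycemic libraries. Every library of a mutant group lay above every WT library in 8 of the 10 genes, in the diabetic as in the euglycemic group.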

Heatmap of other disallowed genes upregulated after *Raptor* knock-out in WT (n=3), diabetic  $\beta$ RapKO<sup>GFP</sup> (n=4) and euglycemic  $\beta$ RapKO<sup>GFP</sup> (n=4)  $\beta$  cells.

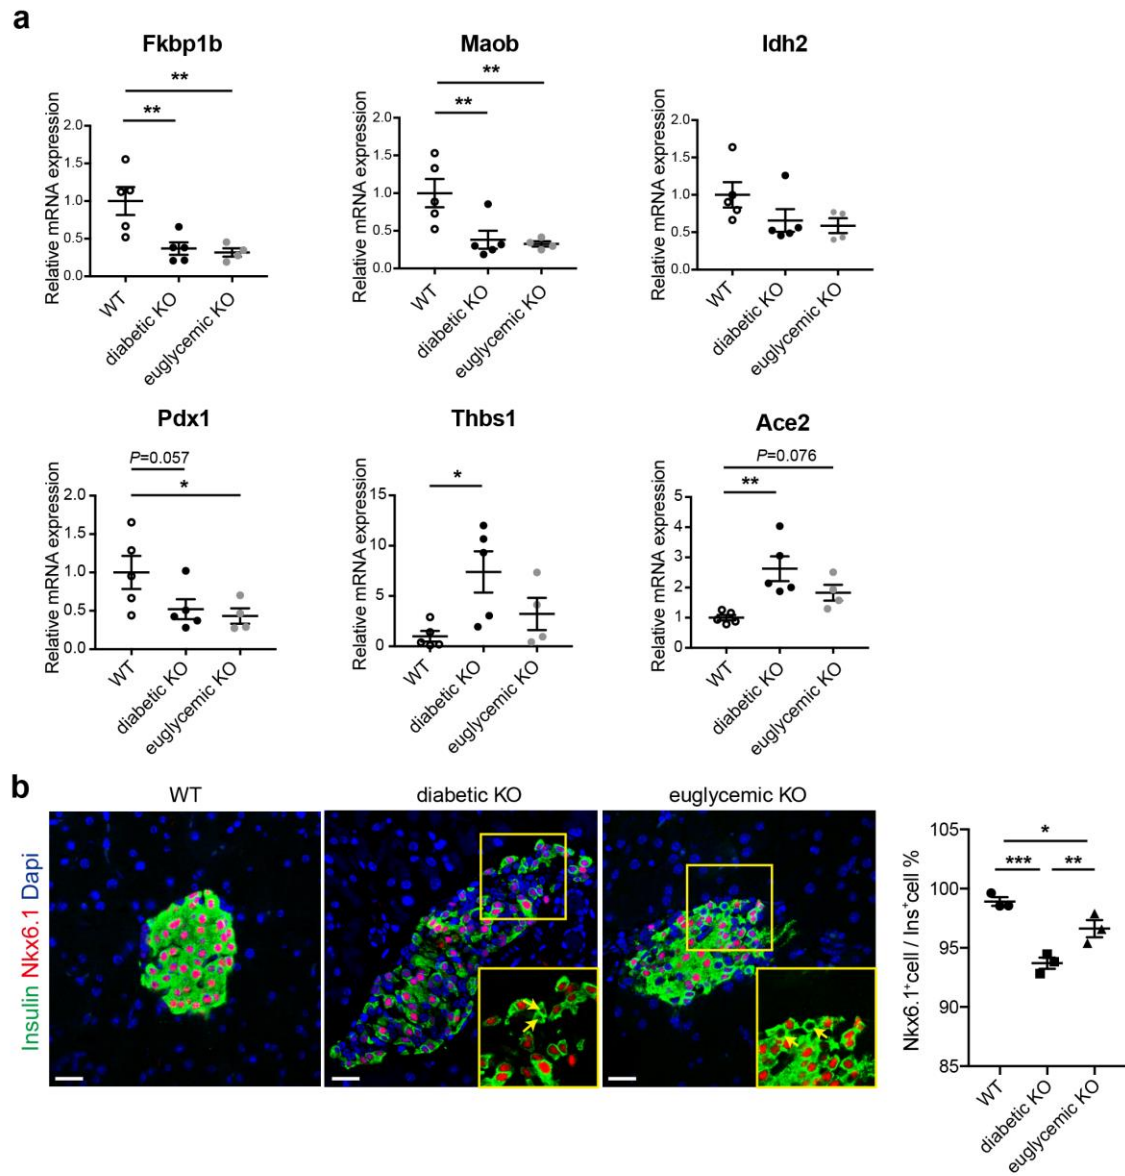

**Supplementary Figure 6.  $\beta$ -cell identity and function is not fully corrected in euglycemic  $\beta$ RapKO<sup>GFP</sup> mice.**

(a) Relative expression of genes involved in  $\beta$ -cell function and cell identity by qRT-PCR (n=5 independent samples for WT, n=5 independent samples for diabetic  $\beta$ RapKO<sup>GFP</sup>, n=4 independent samples for euglycemic  $\beta$ RapKO<sup>GFP</sup>, p values included in source data). (b) Representative images of pancreatic sections co-immunostaining for insulin (green) and Nkx6.1 (red) (n=3). Percentage of Nkx6.1<sup>+</sup>Ins<sup>+</sup> cells among Ins<sup>+</sup> cells in WT, diabetic  $\beta$ RapKO<sup>GFP</sup> and euglycemic  $\beta$ RapKO<sup>GFP</sup> mice was calculated (n=3, WT vs diabetic  $\beta$ RapKO<sup>GFP</sup>: p<0.001; diabetic  $\beta$ RapKO<sup>GFP</sup> vs euglycemic  $\beta$ RapKO<sup>GFP</sup>: p=0.009; WT vs euglycemic  $\beta$ RapKO<sup>GFP</sup>: p=0.024). At least, 31 islets were used for quantifications. Scale bars, 20 $\mu$ m. Data represent means  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 by one-way ANOVA.

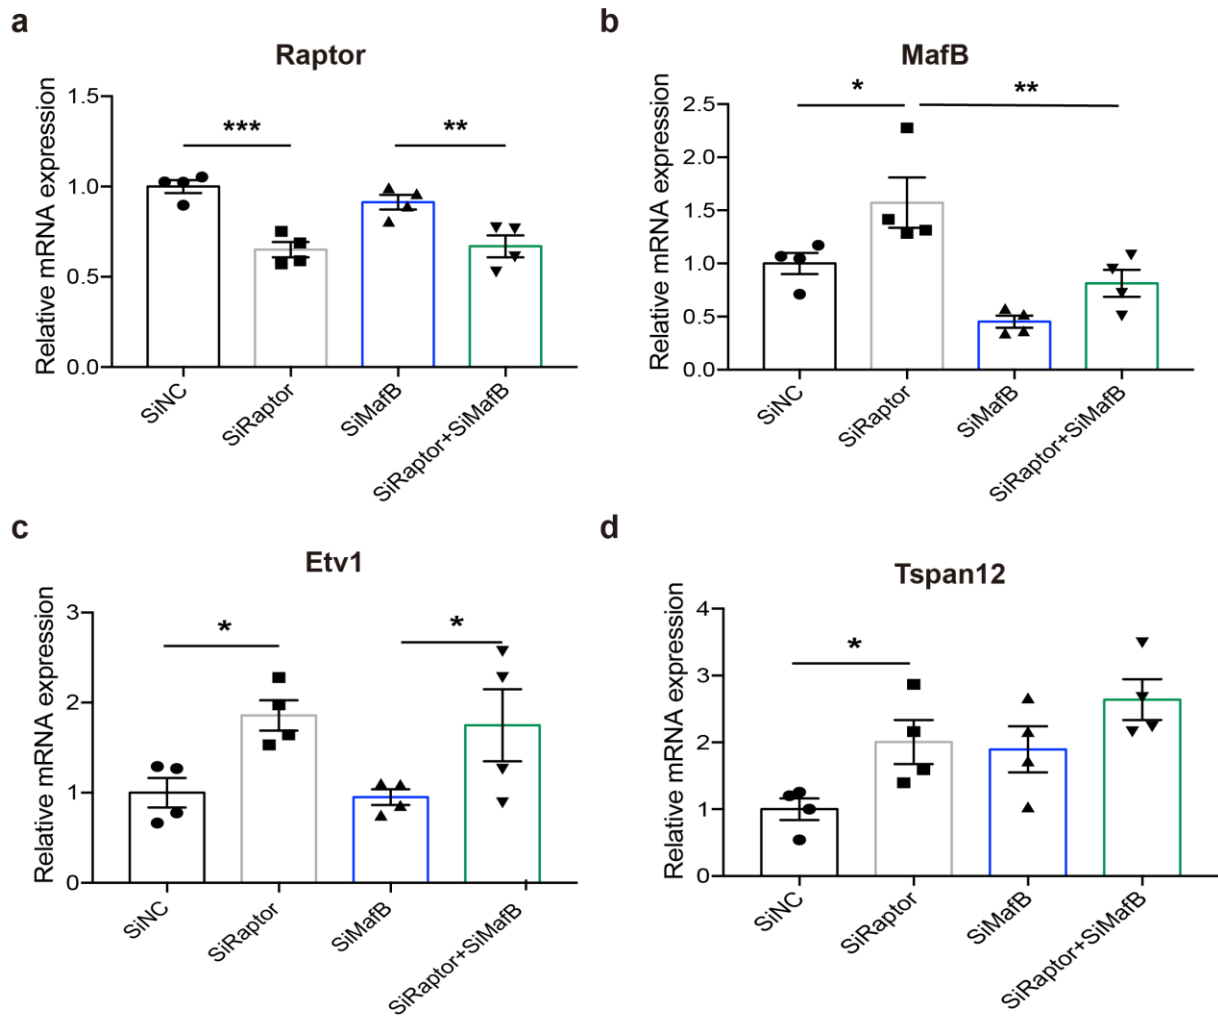

### Supplementary Figure 7. Etv1 and Tspan12 are not regulated by MafB.

(a-d) Relative expression of *Raptor* (n=4 independent cell experiments, SiNC vs SiRaptor,  $p < 0.001$ ; SiMafB vs SiRaptor+SiMafB,  $p = 0.003$ ) (a), *MafB* (n=4 independent cell experiments, SiNC vs SiRaptor,  $p = 0.017$ ; SiRaptor vs SiRaptor+SiMafB,  $p = 0.003$ ) (b), *Etv1* (n=4 independent cell experiments, SiNC vs SiRaptor,  $p = 0.025$ ; SiMafB vs SiRaptor+SiMafB,  $p = 0.034$ ) (c) and *Tspan12* (n=4 independent cell experiments, SiNC vs SiRaptor,  $p = 0.033$ ) (d) in INS-1 cells which were transfected with SiNC or SiRaptor in the presence or absence of SiMafB by qRT-PCR. Data represent means  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by one-way ANOVA.

**Supplementary Table 1. Primary antibodies used in immunofluorescence.**

| Primary Antibody                   | Source                             | Dilution | Antigen Retrieval | Amplification |
|------------------------------------|------------------------------------|----------|-------------------|---------------|
| Guinea pig anti-Insulin            | Dako A0564                         | 1:800    | No                | No            |
| Mouse anti-Glucagon                | Abcam K79bB10                      | 1:800    | No                | No            |
| Rabbit anti-Arx                    | A kind gift from Dr Kunio Kitamura | 1:1000   | Yes               | No            |
| Mouse anti-Nkx6.1                  | DSHB F55A10                        | 1:1000   | Yes               | Yes           |
| Rabbit anti-Pdx1                   | Abcam ab47267                      | 1:1000   | Yes               | No            |
| Rabbit anti-Somatostatin           | Millipore MAB354                   | 1:400    | No                | No            |
| Rabbit anti-MafA                   | Bethyl laboratories<br>IHC-00352   | 1:1000   | Yes               | Yes           |
| Rabbit anti-Glut2                  | Millipore 400061                   | 1:400    | Yes               | No            |
| Rabbit anti-Pancreatic Polypeptide | Millipore AB939                    | 1:400    | No                | No            |
| Goat anti-GFP                      | Rockland                           | 1:400    | Yes               | No            |
| Rabbit anti-insulin                | Cell Signaling Technology<br>3014  | 1:500    | No                | No            |
| Rabbit anti-Aldh1a3                | Novus NBP2-15339                   | 1:400    | Yes               | No            |
| Rabbit anti-Ucn3                   | Sigma HPA038281                    | 1:400    | Yes               | No            |
| Rabbit anti-Ki67                   | Bethyl laboratories<br>IHC-00375   | 1:500    | Yes               | No            |
| Rabbit anti-MafB                   | Bethyl laboratories<br>IHC-00351   | 1:100    | Yes               | No            |
| Rabbit anti-CPE                    | GeneTex GTX33060                   | 1:1000   | Yes               | No            |

**Supplementary Table 2. Secondary antibodies used in immunofluorescence.**

| Secondary Antibody   | Wavelength      | Dilution | Catalog# |
|----------------------|-----------------|----------|----------|
| Donkey anti-Mouse    | Alexa Fluor 594 | 1:500    | A-21203  |
| Donkey anti-Rabbit   | Alexa Fluor 594 | 1:500    | A-21207  |
| Donkey anti-Rabbit   | Alexa Fluor 488 | 1:500    | A-21206  |
| Goat anti-Guinea Pig | Alexa Fluor 488 | 1:500    | A-11073  |
| Goat anti-Guinea Pig | Alexa Fluor 647 | 1:500    | A-21450  |
| Donkey anti-Goat     | Alexa Fluor 594 | 1:500    | A-11058  |

**Supplementary Table 3. Primers sequences used for qRT-PCR in the study.**

| Primer<br>Sequence | Forward                        | Reverse                        |
|--------------------|--------------------------------|--------------------------------|
| Primers for Mouse  |                                |                                |
| Glut2              | TCTTCACGGCTGTCTCTGTG           | AATCATCCCGGTTAGGAACA           |
| Aldh1a3            | AGGCTGTATTAAGACCTTCAG          | GGAAGTTCCATGGTGTAAATG          |
| Cox6a2             | TACCCTCACCTGCGCATCAG           | GATTGTGAAAAGCGTGTGGTTG         |
| Dlk1               | CCCAGGTGAGCTTCGAGT             | GGAGAGGGGTACTCTTGTTG<br>AG     |
| Ldha               | GGAGAGGGGTACTCTTGTT<br>GAG     | TCAGGAGTCAGTGTACCTTC<br>ACA    |
| Hk1                | GTGGACGGGACGCTCTAC             | T TCACTGTTTGGTGCATGATT         |
| Slc30a8            | CAGAGAACTTCGACAGAAG<br>CC      | CTTGCTTGCTCGACCTG<br>TT        |
| Syt14              | ATCATTTAGTGTGCCGAGAA<br>TGC    | CCTGTTCGGTAATCAAAG<br>CGA      |
| Rab37              | GTCTGCTTGGCTACCTCTGG           | GAACCCAGGTGGAAAGTTGA           |
| Glucagon           | CATTCAACGAGCGACTACAGCAA        | TCATCAACCACTGCACAAAATCT        |
| Arx                | TTCCAGAAGACGCACTACCC           | TCTGTCAGGTCCAGCCTCAT           |
| MafB               | AGGACCTGTACTGGATGGC            | CACTACGGAAGCCGTCGAAG           |
| Irx2               | ACGCACACCACCGGAATG             | ATGGATAGGCCGCACTGC             |
| Pyy                | AGCGGTATGGGAAAAGAGAA<br>GTC    | ACCACTGGTCCACACCTT<br>CTG      |
| Ppy                | CCCCTGGAGCCAATGTACC            | GAGCAGGGAATCAAGCCAAC           |
| Slc38a5            | CCTGCCCACCACCCGTAACC           | TGACTCCAGTGTGTGCCATGGC         |
| Cadm1              | ATCCCCACAGGTGATGGACA<br>GAATCT | ATTATAGCTGTGTCTGCGTCT<br>GCTGC |
| Raptor             | TTTGTCTACGACTGTTCCAA<br>TGC    | GCTACCTCTAGTTCCTGCTCC          |
| Thbs1              | ACTTCACCTTTGCCACCTC            | AGACTCTGGAATGCGGTTG            |

|                 |                         |                          |
|-----------------|-------------------------|--------------------------|
| Nqo1            | GGTTTACAGCATTGGCCACACT  | AACAGGCTGCTTGGAGCAAA     |
| Fkbp1b          | ATGGGCGTGGAGATCGAGAC    | GTAGCTCCATAGGCCACATCA    |
| Maob            | GGCTGCTACACAACCTACTT    | TCCAGTGTGAGGCTGTTC       |
| Idh2            | GGAGAAGCCGGTAGTGGAGAT   | GGTCTGGTCACGGTTTGAA      |
| Nkx6.1          | AGAGAGCAGGCTTGGCCTATTC  | GTCGTCAGAGTTCGGGTCCAG    |
| Ngn3            | TCTCAAGCATCTCGCCTCTTC-  | ACAGCAAGGGTACCGATGAGA    |
| Sox9            | GTACCCGCATCTGCACAACG    | GATTGCCCAGAGTGCTCGC      |
| Actin           | GTGACGTTGACATCCGTAAAGA  | GTGACGTTGACATCCGTAAAGA   |
| Primers for Rat |                         |                          |
| MafB            | ACCAAGGACGAGGTGATCC     | CAGGTGATGTTTCTGCTGGA     |
| Glucagon        | GATCATTCCCAGCTTCCCAG    | CTGGTAAAGGTCCCTTCAGC     |
| Corin           | TGCTTTGAAGGGAGAGAGGATG  | ACCACACTGATGTCATAGTCTACC |
| Fam49a          | CAATAAGTCGTAACCGCATCAAC | GCAGTCTGTGGTATTCTCTATGG  |
| Cela1           | AATGCCCAGCCTACGGAAG     | CTCACGACCAGAGGACAGAC     |
| Raptor          | GATGGTGGTGGACTGGGAAC    | TGAGTGAGCGGTGCGAATC      |
| Slc2a2          | ACACCAGCACATACGACACC    | AGCCACCCACCAAAGAACG      |
| Msln            | CCCACTTCTTCTCCCTCATCTC  | ACTCACTTGAAATCCATACACACC |
| Ppp1r1a         | CGGAAGAAGATGACAAGGACTAC | TCTCAGTGGCTCCCTCAGG      |
| Etv1            | CTGTAACTCTTTCCCTCCTTTGC | GGTCGTGGTACTCCTGCTTG     |
| Tspan12         | GCTCTACGCCCTCAACCTG     | GATGACCGCCTCTTCTACCC     |
| Aass            | CGCCATCATCATCTTGTGAGG   | TTTGCTCCCAGTAGATTCCATTG  |
| Pcsk1           | GCTGGGCTATGACCTCTTGG    | GCTGAGTCTCTTGGAAGTGAAC   |
| Cpe             | GGCTACCTGGCAATCACAAAG   | TCTTCCTTCTCCTCCTCCTTCC   |
| Actin           | AGGCCCTCTGAACCCTAAG     | GGAGCGCGTAACCCTCATAG     |

# Supplementary material for: Raptor determines β-cell identity and plasticity independent of hyperglycemia in mice
**Source:** Nat Commun. 2020 May 21;11:2538. doi: 10.1038/s41467-020-15935-0
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Microscope: ZEN(blue edition)/2.1, Immunoblot:Image Studio Software version 5.2 (LI-COR), qPCR analysis: QuantStudio 12K Flex Software/v1.2.2, mass: Meta-Morph version6.1 Immunofluorescent images: ImageJ software (ImageJ 1.50i)

Data analysis

Statistical analyses were performed using SPSS version 22.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available with the article. Data from RNA-seq are available under GEO Series GSE130792. Microarray data has been deposited in the NCBI GEO repository with an accession ID GSE140224. Source data for Figs.1-6 and Supplementary Figs. 1-4, Supplementary Figs.6, 7 are provided with the paper as a Source Data File.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All sample sizes are indicated in the figures legends or in the Methods of our paper respectively. The sample size for each experiment was determined based on our previous experience, and were sufficient to support our conclusions with statistical significance.      |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                       |
| Replication     | All results reported were successfully replicated. Exact numbers of biologically independent repetitions are given in our paper.                                                                                                                                           |
| Randomization   | All mice were randomly assigned to experimental groups (Animals used in experiments of this study were randomly grouped. IHC, IF and histology were performed and analyzed in a double blinding way). INS-1 cells were randomly assigned to different experimental groups. |
| Blinding        | Investigators were blinded for most of the qualification experiments. During implantation of insulin pump, investigators were aware of the mice's genotyping.                                                                                                              |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies used for Immunostaining(name; company catalog number; dilution) Guinea pig anti-Insulin,Dako A0564,1:800 Mouse anti-Glucagon ,Abcam K79bB10,1:800  
Rabbit anti-Arx,A kind gift from Dr Kunio Kitamura,1:1000  
Mouse anti-Nkx6.1,DSHB F55A10,1:1000  
Rabbit anti-Pdx1,Abcam ab47267,1:1000  
Rabbit anti-Somatostatin,Millipore MAB354,1:400  
Rabbit anti-MafA,Bethyl laboratories IHC-00352,1:1000  
Rabbit anti-Glut2,Millipore 400061,1:400  
Rabbit anti-Pancreatic Polypeptide,Millipore AB939,1:400  
Goat anti-GFP,Rockland-600-101-215M,1:400  
Rabbit anti-insulin,Cell Signaling Technology 3014,1:500  
Rabbit anti-Aldh1a3,Novus NBP2-15339,1:400  
Rabbit anti-Ucn3,Sigma HPA038281,1:400  
Rabbit anti-Ki67,Bethyl laboratories IHC-00375,1:500  
Rabbit anti-MafB,Bethyl laboratories IHC-00351,1:100  
Rabbit anti-proinsulin,A kind gift from Dr Min Liu ,1:200  
Rabbit anti-CPE, GeneTex GTX33060, 1:1000

Antibodies used for Western Blotting(name; dilution; company;catalog number)  
Rabbit anti-RAPTOR,1:1000, Cell Signaling Technology, #2280  
Rabbit anti-PS6 (Ser240/244) 1:1000, Cell Signaling Technology, #5364  
Rabbit anti-4E-BP1 1:1000, Cell Signaling Technology, #9644  
Rabbit anti-TUBULIN 1:1000, Cell Signaling Technology, #2125  
Guinea pig polyclonal anti-insulin antibody from Liuming Lab 1:1000

Secondary antibodies (name;dilution;catalog number;company)  
Donkey anti-Mouse Alexa Fluor 594, 1:500, A-21203, Invitrogen  
Donkey anti-Rabbit Alexa Fluor 594, 1:500, A-21207, Invitrogen  
Donkey anti-Rabbit Alexa Fluor 488, 1:500, A-21206, Invitrogen  
Goat anti-Guinea Pig Alexa Fluor 488, 1:500, A-11073, Invitrogen  
Goat anti-Guinea Pig Alexa Fluor 647, 1:500, A-21450, Invitrogen  
Donkey anti-Goat Alexa Fluor 594, 1:500, A-11058, Invitrogen  
Horse radish peroxidase-coupled goat-anti-rabbit IgG, 1:2000, #7074,Cell Signaling Technology

### Validation

-Mouse anti-Glucagon, Abcam K79bB10, the antibody is recommended for IF,IHC,RIA. Reactive against Mouse, Rat, Dog, Human, Pig, Common marmoset.<https://www.abcam.cn/glucagon-antibody-k79bb10-ab10988.html>  
-Rabbit anti-Pdx1, Abcam ab47267, the antibody is recommended for IHC,IF,WB. Reactive against Mouse, Rat, Cow,Dog, Human. <https://www.abcam.cn/pdx1-antibody-ab47267.html>  
-Rabbit anti-Somatostatin, Millipore MAB354, the antibody is recommended for IHC. Reactive against Mouse, Rat,Rabbit. [https://www.merckmillipore.com/CN/zh/product/Anti-Somatostatin-Antibody-clone-YC7-MM\\_NF-MAB354](https://www.merckmillipore.com/CN/zh/product/Anti-Somatostatin-Antibody-clone-YC7-MM_NF-MAB354)  
-Rabbit anti-MafA, Bethyl laboratories IHC-00352, the antibody is recommended for IHC. Reactive against Mouse. <https://www.bethyl.com/product/IHC-00352?referrer=home&target=MafA>  
-Goat anti-GFP,Rockland 600-101-215M,the antibody is recommended for ELISA, WB, IHC. Reactive against Human, Mouse, Rat. <https://rockland-inc.com/Product.aspx?id=46735>  
-Rabbit anti-insulin, Cell Signaling Technology 3014,the antibody is recommended for IF,IHC. Reactive against Human, Mouse, Rat. <https://www.cst-c.com.cn/products/primary-antibodies/insulin-c27c9-rabbit-mab/3014>  
-Rabbit anti-Aldh1a3, Novus NBP2-15339,the antibody is recommended for IF,IHC. Reactive against Human, Mouse, Rat. [https://www.novusbio.com/products/aldh1a3-antibody\\_nbp2-15339](https://www.novusbio.com/products/aldh1a3-antibody_nbp2-15339)  
-Rabbit anti-MafA, Bethyl laboratories IHC-00375,the antibody is recommended for IHC.Reactive against Mouse. <https://www.biomol.com/products/antibodies/primary-antibodies/general/anti-ki-67-ihc-ihc-00375-1?number=IHC-00375>  
-Rabbit anti-CPE, GeneTex GTX33060,the antibody is recommended for WB,IF. Reactive against Human, Mouse. <https://www.genetex.com/Product/Detail/Carboxypeptidase-E-antibody/GTX33060>  
-Rabbit anti-RAPTOR,Cell Signaling Technology 2280,the antibody is recommended for WB,IP. Reactive against Human, Mouse, Rat. <https://www.cst-c.com.cn/products/primary-antibodies/raptor-24c12-rabbit-mab/2280>  
-Rabbit anti-PS6(Ser240/244),Cell Signaling Technology 5364, the antibody is recommended for WB,IF,IHC. Reactive against Human, Mouse, Rat. <https://www.cst-c.com.cn/products/primary-antibodies/phospho-s6-ribosomal-protein-ser240-244-d68f8-xp-rabbit-mab/5364?site-search-type=Products>  
-Rabbit anti-4E-BP1,Cell Signaling Technology 9644,the antibody is recommended for WB,IF,IHC,IP. Reactive against Human, Mouse, Rat. <https://www.cst-c.com.cn/products/primary-antibodies/4e-bp1-53h11-rabbit-mab/9644>  
-Rabbit anti-TUBULIN,Cell Signaling Technology 2125, the antibody is recommended for WB,IF,IHC. Reactive against Human, Mouse, Rat. <https://www.cst-c.com.cn/products/primary-antibodies/a-tubulin-11h10-rabbit-mab/2125>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------|
| Cell line source(s)                                                  | INS-1 cells were purchased from the CAMS Cell Culture Center (Beijing, China). |
| Authentication                                                       | INS-1 cells were validated by morphology and secretion of insulin.             |
| Mycoplasma contamination                                             | Cells have been routinely tested for mycoplasma and they were negative.        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Raptorfl/fl and Rosa26-EGFP mice were purchased from The Jackson Laboratory. Raptorfl/fl, RIPCre, Rosa26-EGFP were then bred and maintained under specific pathogen free conditions. Matched male mice, aged 2-12 weeks old, were used. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                |
| Field-collected samples | This study did not involve collected samples from the field.                                                                                                                                                                            |
| Ethics oversight        | All animal experiments were approved by the Animal Care Committee of Shanghai Jiao Tong University School of Medicine.                                                                                                                  |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Single-cell suspensions from islets were generated by macerating the tissues through a 70mm nylon mesh.                                           |
| Instrument                | Beckman-Coulter MoFlo XDP flow cytometer for cell sorting.                                                                                        |
| Software                  | We analyzed the acquired samples with Summit using FlowJo 10 (TreeStar).                                                                          |
| Cell population abundance | To purify $\beta$ cells, single-cell suspensions from islets were sorted using a MoFlo XDP flow cytometer (Beckman-Coulter) with purities of 95%. |
| Gating strategy           | FSC/SSC gates were used to selected live cells.                                                                                                   |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

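RNA of GFP-sorted β-cells was measured in 11 libraries, 3 from WT, 4 from diabetic βRapKO GFP and 4 from euglycemic βRapKO GFP mice. The authors mapped the reads to mm10 with Tophat v2.1.0 and made the deposited FPKM values with Cufflinks v2.1.1. No other normalization was applied to them before the fits. The deposited table has 34745 entries, of which 34267 were matched to a gene symbol and 478 were not. Where a symbol occurred more than once the entry with the highest mean was used, which left out 17 entries and kept 34728 symbols, 27403 of them above 0 in at least one library. Gene coordinates are those of the GENCODE vM21 annotation of GRCm38.

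The deposited values come without fragment totals, so depth was inferred from them. In 4493 single-exon genes of at least 500 bases, FPKM multiplied by length in kilobases is a whole number of steps whose size depends on the number of fragments. Steps of 1 to 20 fragments were checked with a tolerance of 0.02. The inferred depth is 9506156 to 16664351 fragments per library, with a median of 13561404. This is an inference from the values and not a total given by the authors.

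Fits were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1), with all 11 libraries in one fit, over 11251 genes with an FPKM of at least 1 in at least 3 libraries. Differential expression was an adjusted p (Benjamini-Hochberg) of at most 0.05 with a change of at least 1.5-fold. The results text of the paper gives p and its methods give the false discovery rate, and the methods' criterion was used. The fit was tested on simulated data, where 187 and 186 of 200 genes changed 4-fold were called with 5 and 10 of the unchanged genes, and 0 were called in the comparison with no gene changed. The changed genes were drawn from well expressed genes. Simulated values varied independently, with the same spread in all libraries. In the real libraries the mean squared deviation from the group ranged from 0.0722 to 0.348, so these error rates need not hold for them. Genes below the minimum FPKM were compared with exact permutation tests, two-sided, on the same scale. Distances, principal components and exact tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Correlations across libraries used 100000 permutations with seed 7.

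The genes named are those the paper names from the RNA-seq, those of Fig. 4c and Fig. 6d, those it measured by qRT-PCR or staining in these mice, *Ins1*, *Ins2* and *Rptor*, and in each comparison the 3 largest rises and the 3 largest falls among the differentially expressed genes whose groups do not overlap. Replicate numbers were taken from the column names of the deposited table, and they were tried as a block in the fit. Other alternatives were the filter on low values, the pseudocount, rescaling to TPM or by the median of ratios, a fit of only the groups compared, no trend, library weights, unadjusted p, no fold criterion, the ratio of mean FPKM, every entry of the table kept, and leaving out each library in turn. For the distances, other sets of genes and 1 minus the Pearson correlation were tried. An acinar marker score as a covariate was chosen after seeing the data, as were the check of named genes for shared 50-base stretches and overlapping genes and the list counts at unadjusted p.

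The authors' own test starts from alignments, which were not used here. Gene Ontology terms, the published lists of α- and β-cell genes, the arrays of 2-week-old mice, qRT-PCR, staining and INS-1 cells were not analysed here. Single-gene results of some genes the paper names are not reported here.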

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

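Of the 15 tests of explanations given here and under the other observations, 5 were chosen after the result was seen: those of background in diabetic replicate 1, of fragments and of RNA molecules in euglycemic replicate 4, of acinar genes, and of libraries with a large spread. The numeric limits by which these were judged, and the 10 and 100 FPKM limits of the acinar test, were set with the values in view. The lists of marker genes, the comparisons and the alternatives were set before the data were examined, except for the acinar covariate and the list counts at unadjusted p.

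In each group of 4 libraries the gap between the most extreme library and its neighbour was divided by the range of the group. Of 248 groups, 16 were past Dixon's critical value at the 95% level, where chance gives 12.4, so single ones carry little weight. A first run on fewer groups had been widened to these. In diabetic libraries the ratio was 0.889 for the number of genes above 0 (replicate 1 highest), 0.962 for the endothelial marker score (replicate 1 highest), 0.958 for *Pecam1* and 0.901 for *Thbs1* (replicate 1 highest), 0.833 for the acinar marker score (replicate 4 lowest), 0.838 for *Ptgs2* and 0.874 for *Cd79a* (replicate 3 lowest) and 0.860 for *Pcsk2* (replicate 2 lowest). In euglycemic libraries it was 0.968 for the number of genes above 0, 0.973 for the mean Spearman correlation with other libraries, 0.932 for the duct marker score, 0.910 for *Gria2*, 0.854 for *C8b*, 0.855 for *Sparc* and 0.873 for *Dbp* (replicate 4 lowest each) and 0.863 for *Hcar2* (replicate 3 highest).

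Diabetic replicate 1 had 25711 genes above 0, against 15229 to 16392 in the other diabetic libraries. A signal outside the genes the paper discusses lies in olfactory and vomeronasal receptor genes, of which 58.5% (774 of 1323) were above 0 in this library and 0.45 to 1.44% in the others. Background reads spread over the genome are a candidate explanation for this pattern. These 774 genes are among the 25711, so the test is not independent of it. No biological explanation was tested.

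Euglycemic replicate 4 had 13095 genes above 0, against 17194 to 17329 in the other euglycemic libraries. Depth alone goes against this pattern, since diabetic replicate 2, with nearly as few fragments, had 16014 genes above 0. Of genes with a mean FPKM of 1 to 2 elsewhere, 11.95% were at 0 in this library and 0.37 to 2.26% in the others. This share overlaps with the number of genes above 0 itself, so it cannot tell whether few RNA molecules stand behind the library.

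*Pecam1* and the endothelial marker gene *Plvap* (log2 fold change from WT 3.29 in diabetic libraries) were highest in diabetic replicate 1. Over the 11 libraries the endothelial marker score followed *Pecam1* with *Eng* (r = 0.971, permutation p = 0.00012, rho = 0.818, permutation p = 0.00306, adjusted p over 12 relations 0.000288, r = 0.878 without WT replicate 1 and diabetic replicate 1). Mesenchymal markers followed the same genes as closely (r = 0.964, permutation p = 3e-05, rho = 0.884, permutation p = 0.00067, r = 0.897 without diabetic replicates 1 and 2), and immune markers did so less (r = 0.899, permutation p = 0.00431, rho = 0.6, permutation p = 0.0561, r = 0.235 without the same libraries), so the relation does not point to 1 cell type. RNA of endothelial or other non-endocrine cells is a candidate explanation for the differences of these genes between diabetic and euglycemic libraries, and a change of the β-cells cannot be told apart from it.

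Signals in lists of marker genes that the paper does not use were differences between both mutant groups and WT of 1.15 in the δ-cell score and 0.87 in the duct score (exact permutation tests, two-sided, p = 0.00606 each, the smallest 8 libraries against 3 allow, with 8 of 8 mutant libraries above all WT libraries). The acinar score differed by 3.0 (exact permutation test, two-sided, p = 0.152, 5 of 8 libraries). None of the 36 marker tests passed after adjustment (lowest 0.109). The δ-cell and duct tests were already at their smallest possible p, so a larger difference could not have lowered their adjusted p. In limma's test of single genes, *Sst*, *Rbp4*, *Krt19* and *Spp1* of these lists were differentially expressed and higher in euglycemic than WT libraries. *Spp1* was also higher in diabetic libraries. No other gene of these lists was differentially expressed. The higher α-cell genes may come from more other endocrine cells passing the sort, and the δ-cell difference of 1.15 cannot tell this apart from changed β-cells. The paper's staining of βRapKO GFP islets found no somatostatin or pancreatic polypeptide in GFP-labelled insulin-positive cells. It did not include euglycemic mice. *Sst* RNA was 4.07 and 6.04 times, and *Ppy* RNA 8.26 and 9.46 times, as high as WT in diabetic and euglycemic libraries. For these hormone genes the staining goes with other endocrine cells in the sort, as far as protein and RNA can be compared. The δ-cell list includes *Sst* and *Rbp4*, and *Rbp4* is one of the 57 α-cell-enriched genes. In each of the 5 libraries where an acinar gene reached 100 FPKM, at least 8 of the 10 acinar genes were at 10 FPKM or more, so RNA of acinar cells carried through the sort is a candidate explanation there. This count replaced a correlation between acinar genes, because the libraries form clusters.

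*Esm1* differed between the mutant groups by 1.66 on the log2(FPKM + 1) scale (adjusted p = 0.0498 from limma), as a test of the difference itself. The count of 1 gene became 0 after rescaling by the median of ratios, but a count of 1 has no room to fall, so this cannot tell whether a few genes that take most of the FPKM matter. Without WT replicate 1, which is not in the comparison, it was 380, and without euglycemic replicate 4, which had the highest mean squared deviation from its group of the 11 libraries (0.348, against 0.166 for WT replicate 1), it was 4. The 380 was known when libraries with a large spread were considered, so it cannot tell whether they matter.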

How the results depend on the processing

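The acinar covariate and the list counts at unadjusted p were chosen after the results were seen, and the other alternatives were not. Where a value changes, the cause was not tested.

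Without a filter on low values, 22, 13 and 0 genes differed between diabetic and WT, euglycemic and WT, and diabetic and euglycemic libraries (2853 in the last at unadjusted p of at most 0.05), 26 in any. Of the lists, 4 and 2 α-cell genes were higher in diabetic and euglycemic libraries, and 1 fuel gene, 0 secretory or granule genes (7 unadjusted) and 1 disallowed gene passed. At a mean FPKM of at least 5 the counts were 71 for diabetic against WT, 0 for diabetic against euglycemic (1356 unadjusted) and 6 α-cell genes in diabetic. With pseudocount 0.1, 0 genes differed between the mutant groups (2252 unadjusted), and 1 fuel gene and 2 Raptor-dependent genes passed. With TPM, 0 differed between the mutant groups (2189 unadjusted) and 1 secretory or granule gene passed. By the median of ratios, 0 differed (2467 unadjusted). TPM shifted the median of all genes by 0.11 on the log2 scale between diabetic and euglycemic libraries.

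With the replicate block (mean correlation −0.132 in same-numbered and 0.0433 in different-numbered pairs), the counts were 45, 20, 0 (2016 unadjusted) and 53, with 6 and 4 α-cell genes, 0 fuel genes (4 unadjusted) and 0 secretory or granule genes (7 unadjusted). Of its 45 and 20 genes, 40 and 20 were also in the lists without the block. The clustering ratio takes no block. With only the groups compared in the fit, 17 genes differed between euglycemic and WT and 6 between the mutant groups, with 3 α-cell genes in euglycemic, 1 fuel gene and 0 secretory or granule genes (7 unadjusted).

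With library weights (array weights) the counts were 551, 2287, 1212 and 3015, with 37 and 25 α-cell, 4 fuel, 7 secretory or granule, 8 disallowed, 1 reversed and 4 Raptor-dependent genes. With unadjusted p and 1.5-fold they were 929, 1116, 1355 and 2514, with 39 and 24 α-cell, 4 fuel, 7 secretory or granule, 8 disallowed, 1 reversed and 5 Raptor-dependent genes. With the acinar marker score as a covariate they were 47, 36 and 0 (2192 unadjusted).

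Across the 11 fits that each left out one library, the counts ranged from 23 to 209 for diabetic against WT, from 10 to 532 for euglycemic against WT, from 0 to 380 for diabetic against euglycemic (1466 to 2735 unadjusted) and from 30 to 785 for any. The ranges were 5 to 25 and 2 to 10 for α-cell genes in diabetic and euglycemic, 0 to 2 for fuel (4 unadjusted), 0 to 2 for secretory or granule (7 to 8 unadjusted), 1 to 3 for disallowed, 0 to 1 for reversed (1 to 2 unadjusted) and 0 to 2 for Raptor-dependent genes (4 to 5 unadjusted).

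The clustering ratio, 1.01 over all genes tested, fell below 1 at a mean FPKM of at least 5 (0.9996), over the differentially expressed genes (0.530), the 57 α-cell genes (0.663) and the 500 most variable genes (0.937), with 1 minus Pearson correlation (0.991), and without diabetic replicate 1 (0.991) or euglycemic replicate 4 (0.992). It ranged from 0.991 to 1.04 over the fits that left out one library. The gene sets with the lowest ratios were chosen for differing.

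Of 3864 alternative values of 188 fold changes, 3367 kept direction and side of the threshold, 335 were weaker, 128 stronger and 34 reversed. Of 59 calls of named genes, 14 held under every alternative. Reversed with the replicate block were the changes from WT of *Mafa* (−0.094), *Pcsk1* (0.037) and *Ins2* (−0.016) in diabetic and of *Thbs1* (0.14) and *Pcsk1* (0.092) in euglycemic libraries. Reversed with array weights were *Mafa* (−0.56), *Cpe* (0.14) and *Ins2* (−0.16) in diabetic, *Ucn3* (0.21) and *Pcsk1* (0.081) in euglycemic libraries, and the difference of *Arg1* between the mutant groups (−0.056).

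Leaving out one library gave ranges that cross 0 in diabetic libraries for *Mafa* (−0.68 to 0.46), *Cpe* (−0.19 to 0.12) and *Ins2* (−0.061 to 0.33). In euglycemic libraries they did for *Idh2* (−0.44 to 0.011), *Upp1* (−0.37 to 0.38), *Ucn3* (−0.46 to 0.034), *Thbs1* (−0.10 to 0.015), *Cpe* (−0.033 to 0.28), *Pcsk1* (−0.31 to 0.17) and *Esm1* (−0.0029 to 0.23). Between the mutant groups they did for *Dusp1* (−1.01 to 0.24), *Hcar2* (−0.44 to 0.14) and *Arg1* (−0.23 to 0.85).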

Differences from the paper's values

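The alternatives compared here were set before the data were examined, except where stated. The paper gives 334 genes for diabetic against WT, 113 for euglycemic against WT, 61 for diabetic against euglycemic and 437 in any comparison, against 109, 62, 1 and 138 here. For each of these 4 counts none of the 24 alternatives came within 1.5 times of the paper's value. The paper gives 94.7% of the 57 α-cell-enriched genes as significantly upregulated and names no comparison in that sentence. Taken as diabetic against WT, which is a reading made here, it stands against 24.6%, and array weights (64.9%) and unadjusted p with 1.5-fold (68.4%) came within 1.5 times of it while the other alternatives did not. The direction alone was the same in 94.7%.

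The paper calls all 9 fuel genes lower in both mutant groups, where *Idh2*, *Atp4a*, *mt-Co3*, *mt-Co1* and *Ffar1* did not pass in diabetic and these with *Nqo1* and *mt-Nd2* did not pass in euglycemic libraries. *Atp4a* passed in diabetic libraries with array weights and without diabetic replicate 4 or euglycemic replicate 4, *mt-Co3* and *Ffar1* with array weights and without euglycemic replicate 4, and *Atp4a* and *Nqo1* in euglycemic libraries with array weights. The paper calls *Ldha* and *Hk1* higher. *Ldha* did not pass, and *Hk1* was below the minimum FPKM and not tested with limma. *Ldha* passed in diabetic libraries with array weights and without diabetic replicate 4, and in euglycemic libraries with array weights.

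Of the secretory and granule genes called lower in both groups by the paper, *Btg2* passed in neither. *Trpm5*, *Maob* and *Fkbp1b* passed in euglycemic libraries with array weights, *Rab37* also without WT replicate 1, and *Sytl4* also at a mean FPKM of at least 5, by the median of ratios and without WT replicate 1. Of the disallowed genes, *Aass* passed in euglycemic libraries with pseudocount 0.1, array weights and without diabetic replicate 2 or euglycemic replicate 3, *Gm2115* with array weights and without euglycemic replicate 4, *Trf* and *Ptprk* with array weights, *Gfra1* under none, and in diabetic libraries *Ptprk* with array weights and *Tspan12* with array weights and without diabetic replicate 2.

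The paper gives *Dusp1*, *Hcar2*, *Pecam1*, *Arg1*, *Cebpd*, *Eng* and *Aqp11* as restored in euglycemic libraries. Of the 5 tested none passed between the mutant groups, and *Pecam1* and *Eng*, below the minimum FPKM, had exact two-sided permutation p = 0.0286 each, the smallest possible. *Cebpd* did with array weights and without WT replicate 1, and passed in diabetic libraries against WT with array weights and without diabetic replicate 2. *Aqp11* and *Arg1* passed against WT in diabetic libraries with array weights. *Arg1* also passed against WT in euglycemic libraries, as higher, under 1 of 21 alternatives (adjusted p = 0.012 from limma).

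Of the α-cell-enriched genes, *Gcg* passed in diabetic libraries with only the groups compared, with array weights and without euglycemic replicate 3. *Slc38a5* did at a mean FPKM of at least 5, with TPM, by the median of ratios, with only the groups compared, with array weights and without euglycemic replicate 4. *Cd9* and *Etv1* did by the median of ratios, with only the groups compared, with array weights and without euglycemic replicate 1 or 4. *C8b* and *Oxtr* did with only the groups compared, with array weights and without euglycemic replicate 4, *Gpx3* with these and without diabetic replicate 2, *Rhou* with only the groups compared and array weights, *Gria2* by the median of ratios, with array weights and without euglycemic replicate 4, and *Serpine2* with TPM, array weights and without euglycemic replicate 4. *Rbp4* and *Ocrl* did with array weights and without euglycemic replicate 4, *Smarca1* with these and without diabetic replicate 2, and *Ehf*, *Krtap17-1*, *Olfm3*, *Prr16*, *Sparc* and *Cadm1* with array weights. In euglycemic libraries *Sorcs2*, *Cav2*, *AW551984*, *Wfdc16*, *Oxtr*, *Ehf*, *Krtap17-1* and *Smarca1* passed with array weights, *Mapk4* and *C8b* also without euglycemic replicate 4, and *Serpine2* also without diabetic replicate 4.

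Of the Raptor-dependent genes, *Msln* passed in diabetic libraries with the replicate block, only the groups compared, array weights and without euglycemic replicate 1 or 4, and *Ppp1r1a* in euglycemic libraries with array weights. The paper finds the mutant groups closest to each other in its clustering. Over all genes tested the distance ratio was 1.01, and over the differentially expressed genes 0.530.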

Other observations

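The tests of background, fragments, RNA molecules, acinar genes and large spread were chosen after the results were seen, and those given in this part were not.

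Other splits of the same libraries were tried for each count of genes. Among the 8 splits that part as many same-numbered pairs, 1, the real split, gave as many genes in each of the 3 comparisons, a share that cannot fall under 0.05 in this design. Among all 35 splits, 1, 3 and 6 gave as many genes for diabetic against WT, euglycemic against WT and diabetic against euglycemic. By the number of genes with an unadjusted p of at most 0.05 (1338, 1559 and 2317 in the real splits), 2, 4 and 1 of the 35 did, and the largest numbers of another split were 1693, 2934 and 1810. The other 27 splits part 0 to 2 such pairs. The largest count of another split was 350, for WT replicates 2 and 3 with euglycemic replicate 4.

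A few genes that take most of the FPKM were tested by rescaling with the median of ratios. The counts were 129 for diabetic and 67 for euglycemic against WT, within 1.5 times of 109 and 62.

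*Dbp* was lower in both mutant groups (log2 fold change −1.94, adjusted p = 0.0357 from limma, in diabetic and −2.04, adjusted p = 0.0344, in euglycemic libraries). In euglycemic libraries so were 8 of 8 clock genes of its phase (score difference −0.91, exact two-sided p = 0.0286, the smallest possible, adjusted 0.109). Clock genes of the opposite phase differed by 0.35 (exact permutation test, two-sided, p = 0.2, 2 of 4 genes higher). In diabetic libraries those of its phase differed by −0.32 (exact permutation test, two-sided, p = 0.371, 1 of 8 genes higher) and those of the opposite phase by 0.60 (p = 0.0286, the smallest possible, adjusted 0.109, 4 of 4 genes higher), and in both mutant groups together by −0.61 (p = 0.0788) and 0.47 (p = 0.0303, adjusted 0.109). A different time of day at collection therefore cannot be told apart from a change of the cells.

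The immediate early gene score followed *Dusp1* (r = 0.910, permutation p = 5e-05, rho = 0.909, permutation p = 0.00022, r = 0.878 without euglycemic replicates 3 and 4) and *Btg2* (r = 0.911, permutation p = 0.00012, rho = 0.964, permutation p = 1e-05, the smallest 100000 permutations can give, r = 0.913 without the same libraries), with an adjusted p of 0.000288 each over 12 relations. A stress response during isolation is a candidate explanation for their spread (smaller r 0.910), and a response in the animals cannot be told apart from it.

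Of genes the paper measured by other methods, *Aldoc* (log2 fold change −1.23, adjusted p = 0.0177 from limma) and *Dlk1* (1.18, adjusted p = 0.0449) passed in diabetic libraries and not in euglycemic libraries (−0.83, adjusted p = 0.131, and 0.87, adjusted p = 0.161). The differences of *Aldoc* and *Dlk1* between the mutant groups had adjusted p values of 0.26 and 0.45. *Aldh1a3* also passed in diabetic libraries (4.27, adjusted p = 0.00915 from limma) and not in euglycemic libraries (2.91, adjusted p = 0.0794). Every euglycemic library nevertheless lay above every WT library in *Aldh1a3*. Of 21 alternatives, 3 lost its diabetic call and 3 gave a euglycemic one. *Nkx6-1* (−0.47 and −0.44), *Pdx1* (−0.88 and −0.66), *Hadh* (−0.90 and −0.66), *Ins1* (−0.51 and −0.65), *Neurog3* (1.18 and 1.22), *Sox9* (0.82 and 0.88), *Irx2* (0.57 and 0.53), *Cadm1* (0.67 and 0.76) and *Pcsk2* (0.22 and 0.26) did not pass in diabetic or euglycemic libraries. Nor did *Mafa* (0.05 and −1.10), *Ucn3* (−0.89 and −0.25), *Cpe* (−0.08 and 0.07), *Pcsk1* (−0.16 and −0.11) and *Ins2* (0.14 and −0.40). With array weights *Hadh* and *Cadm1* passed in diabetic libraries, and *Aldoc*, *Dlk1*, *Neurog3*, *Nkx6-1*, *Cadm1*, *Mafa*, *Ins1* and *Ins2* in euglycemic libraries, *Mafa* also without WT replicate 1.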
